# Highly dynamic inflammatory and excitability transcriptional profiles in hippocampal CA1 following status epilepticus

**DOI:** 10.1038/s41598-023-49310-y

**Published:** 2023-12-14

**Authors:** Daniel S. Galvis-Montes, Karen M. J. van Loo, Ashley J. van Waardenberg, Rainer Surges, Susanne Schoch, Albert J. Becker, Julika Pitsch

**Keywords:** Neuroimmunology, Transcriptomics

## Abstract

Transient brain insults including status epilepticus (SE) can initiate a process termed ‘epileptogenesis’ that results in chronic temporal lobe epilepsy. As a consequence, the entire tri-synaptic circuit of the hippocampus is fundamentally impaired. A key role in epileptogenesis has been attributed to the CA1 region as the last relay station in the hippocampal circuit and as site of aberrant plasticity, e.g. mediated by acquired channelopathies. The transcriptional profiles of the distinct hippocampal neurons are highly dynamic during epileptogenesis. Here, we aimed to elucidate the early SE-elicited mRNA signature changes and the respective upstream regulatory cascades in CA1. RNA sequencing of CA1 was performed in the mouse pilocarpine-induced SE model at multiple time points ranging from 6 to 72 h after the initial insult. Bioinformatics was used to decipher altered gene expression, signalling cascades and their corresponding cell type profiles. Robust transcriptomic changes were detected at 6 h after SE and at subsequent time points during early epileptogenesis. Major differentially expressed mRNAs encoded primarily immediate early and excitability-related gene products, as well as genes encoding immune signalling factors. Binding sites for the transcription factors *Nfkb1*, *Spi1, Irf8,* and two *Runx* family members, were enriched within promoters of differentially expressed genes related to major inflammatory processes, whereas the transcriptional repressors *Suz12, Nfe2l2* and *Rest* were associated with hyperexcitability and GABA / glutamate receptor activity. CA1 quickly responds to SE by inducing transcription of genes linked to inflammation and excitation stress. Transcription factors mediating this transcriptomic switch represent targets for new highly selected, cell type and time window-specific anti-epileptogenic strategies.

## Introduction

Epileptogenesis is the process by which changes occur in the brain after a precipitating injury or insult that leads to the development of epilepsy^1^. It involves the transition of a stable brain network into a functionally altered structure that leads to the development of spontaneously recurring seizures^2^. Temporal lobe epilepsy (TLE) is the most common form of focal epilepsy, which is often pharmacoresistant to antiseizure medication. Recent data suggest that SE induces highly variable gene expression in different cell types and compartments of the hippocampus^3–5^.

In experimental TLE models, including those triggered by kainic acid and pilocarpine-induced status epilepticus (SE), the hippocampal CA1 region appears to be an important site of epileptogenesis^6–8^. CA1 represents a key anatomo-functional compartment of the tri-synaptic pathway under epileptogenic conditions^9^. Only a few days after SE, the hippocampal CA1 subfield acquires the properties of an epileptogenic focus^10^.

Currently, it is believed that SE as a transient insult induces a specific transcriptional program that differs between distinct hippocampal subregions. Hereby, CA1 is of particular importance as it constitutes the output point of the hippocampal tri-synaptic circuit. Here, we aimed to elucidate the transcriptional cascades triggered shortly after SE and the key transcription factors (TFs) mediating these changes. So far, the dynamic transcriptional signatures at distinct pathogenic stages early after SE in the CA region have not been examined. Here, we provide for the first time a comprehensive analysis of the transcriptomic profiles of the early stages of epileptogenesis using bulk RNA-seq in hippocampal CA1 at 6, 12, 24, 36 and 72 h after pilocarpine-induced SE. Our results show these mRNA signatures to be highly dynamic during this period.

## Methods

### Animals

All animal procedures were planned and performed to minimize pain and suffering, and to reduce the number of animals used in accordance with European, national, and institutional guidelines (guidelines of the European Parliament and of the Council on the protection of animals used for scientific purposes, European Directive (2010/63/EU), and the ARRIVE guidelines). The study protocol was approved by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of the state of North Rhine Westphalia, Germany; Ref. 8.87–50.10.31.08.119). All mice were housed in a humidity (55 ± 10%) and temperature (22 ± 2 °C) controlled environment under a 12-h light–dark cycle (light cycle 7 am to 7 pm) with water and food ad libitum, and nesting material (Nestlets, Ancare, USA). Mice were allowed to adapt to the facility for at least for seven days prior to any treatment.

### Induction of SE by systemic pilocarpine injection

For SE induction, adult (≥ 60 days old, weight ≥ 20 g) C57Bl/6N mice (Charles River) were pretreated with a subcutaneous injection of 1 mg/kg scopolamine methyl nitrate (Sigma), followed 20 min later by a subcutaneous injection of 335 mg/kg pilocarpine hydrochloride (Sigma), as previously described^11–13^. Mice were continuously visually observed after pilocarpine administration. Seizures were assessed behaviourally by the use of a modified seizure scheme, as described previously^11–13^. Sustained continuous convulsions with loss of postural were classified as SE as soon as they exceeded the threshold of 5 minutes^11,13^. Forty minutes after the onset of SE, animals received an injection of diazepam (4 mg/kg, s.c.; Ratiopharm). A single dose of diazepam has been shown to rapidly reduce clinical seizure activity and to lower mortality^11,13–15^. Control (non-SE) animals were treated identically, but received a saline injection instead of pilocarpine. Of the animals injected with pilocarpine, only those that developed SE (SE-experienced) were used for subsequent analyses.

### RNA isolation and library preparation

Mice were decapitated under deep isoflurane anesthesia (Forene, Abbott GmbH, Germany), brains were quickly removed and sectioned into 400 μm slices using a vibratome (Leica). Whole CA1 was carefully microdissected using two dissection needles by visual inspection in an optical microscope (Olympus). Total RNA was isolated using the miRNeasy micro kit (Qiagen) according to the manufacturer’s protocol. The quality and integrity of total RNA was assessed using a Tapestation 2200 (Agilent Technologies). RNA was considered as intact with an RNA Integrity Number (RINe) > 7. Purification of mRNA was performed using polyT oligo-attached magnetic beads. After purification, mRNA was used for library preparation using the TruSeq RNA Library Prep Kit v2 (Illumina) according to the manufacturer’s protocol. Sequencing was carried out on a HiSeq1500 system (Illumina) using cycle paired-end sequencing.

### Bioinformatic analysis

#### Mapping of RNA sequencing reads

The reference assembly for the Mus musculus genome (primary assembly; release GRCm39; soft masked) was obtained from Ensembl^16^. Gencode mouse annotations (release M26; gtf format) were used throughout^17^. For building genome indices and mapping, STAR version 2.7.8a was used. For genome indices, gtf and genome fasta files were provided to STAR as parameters –sjdbGTFfile and –geneFastaFiles with –runMode genomeGenerate to generate indices. –sjdbOverhand was set to 99 (read length—1)^18^. All other parameters remained default. Adapter trimming was performed using trimgalore version 0.6.6 (implemented in python version 3.8.5) and run in paired-end mode (using the –paired parameter)^19^. Adapters trimmed were “–illumina”. Sequence end soft clipping was performed using the default phred score of 20 and paired reads less than 20 bp for both reads were discarded. All other parameters were default. For mapping of RNA reads, STAR was run with parameter “–runMode alignReads” and paired (trimmed) reads input to the –readFilesIn parameter. Inputs for “—sjdbGTFfile” and “—genomeDir” parameters were the index described and gtf file described above. Non-default parameters were: –outSAMtype BAM Unsorted; –outFilterMultimapNmax 20; –outFilterMismatchNmax 999; –outFilterMismatchNoverReadLmax 0.04; –outFilterType BySJout; –alignIntronMin 20; –alignIntronMax 1000000; –alignMatesGapMax 1000000; –alignSJoverhangMin 8; –alignSJDBoverhangMin 1; –sjdbScore 1. Output bam files were sorted with samtools version 1.10and reads summarized using htseq-count version 0.13.5 (implemented with python version 3.8.5)^20,21^. Non-default htseq-count parameters included: –format bam; –order = pos; –stranded no. All other parameters remained default. After an initial assessment of lane or pair specific biases, reads from multiple lanes were merged into a single fastq files for each pair.

#### Differential expression analysis

For summarizing read counts, consensusDE version 1.8.0 was used and differential expression analysis using R version 4.05^22,23^. ConsensusDE simultaneously conducts statistical analysis using voom (limma version 3.46.0), edgeR (version 3.32.1), and DESeq2 (version 1.30.1) with the additional option to remove unwanted sources of variation with RUV, allowing comparison of the performance of these three algorithms with and without the application of RUV^24–27^. A summarized object of the read counts and annotations was created using the consensusDE “buildSummarized” function. Non-default parameters included a ‘sample_table’ describing the experimental design, directory of the htseq-count files (described above), path to the gtf file (described above) and “filter = TRUE” for filtering low-counts. Differential expression was then performed using the “multi_de_pairs” functions using the summarized object output from “buildSummarized” and the following non-default parameters: paired = "unpaired"; ruv_correct = TRUE, norm_method = "all_defaults". The gtf file described above was also used as the input to “gtf_annotate”. All other parameters remained default.

#### Gene ontology and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis

Kyoto Encyclopedia of genes and genomes (KEGG)^28–30^ (pathway enrichment was performed using The Database for Annotation Visualization and Integrated Discovery (DAVID v 6.8). KEGG pathway analysis was used to determine the pathways consisting of differentially expressed genes (DEGs). Pathways without any link to DEGs were excluded from the analysis. To interpret the molecular function and biological process of the DEGs, Gene Ontology (GO) enrichment analysis was performed with the GO enrichment analysis and visualization tool (GOrilla), using the process, function and component ontology settings. TF-binding enrichment was performed, prioritizing TFs based on the overlap between DEG and TF targets assembled from ENCODE, ReMap, and individual publications; co-expression of TFs with other genes based on processed RNA-seq from TRANSFAC and JASPAR databases^31^. FDR corrected *p* values of 0.05 were considered significant.

#### Clustering analysis

Bayesian Hierarchical Clustering analysis was performed using the BHC R package version 1.42.0 to separate genes into groups based on their time-dependent expression profile^32^. Input gene expression data into the ‘bhc’ function were 12-h, 36-h and 72-h, versus respective time matched controls (absolute log fold change ≥ 0.66 and adjusted *p* value ≤ 0.05), normalized log ratios and the parameter ‘dataType’ set to ‘time-course’. Optimal clusters were extracted and the quantile distribution of gene sets belonging to each cluster subsequently plotted for visualization of gene expression patterns.

#### Deconvolution analysis

Hippocampus specific single cell transcriptome counts, metadata and tSNE coordinates were downloaded from the UCSC Cell Browser on 10 October 2021: https://cells.ucsc.edu/mouse-nervous-system/hippocampus/. “CA1” specific cells were extracted from the metaData and log normalized, scaled and centered counts using the ‘NormalizeData’ and ‘ScaleData’ (using all genes) functions of Sureat v4.0.3^33^. Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction was performed using the RunUMAP function from Seurat, with arguments ‘reduction’ set to ‘pca’ and ‘dims’ as 1:20, where the input data was the Principle Component Analysis (PCA) performed using the RunPCA function. Clustering analysis of cells was performed using the “FindNeighbours” (input reduction set to ‘pca’, dimensions upto 20) and “FindClusters” (screening resolution of 0.1–1) functions of Sureat. Clustering resolution 0.2 was selected by comparing annotated clusters defined in Zeisel with clustering results, splitting neurons into 4 classes of neurons and 8 clusters in total. Marker analysis was also conducted using the ‘FindMarkers’ function of Sureat for each cluster, with parameters ‘logfc.threshold = 0’ and ‘min.pct = 0’.

Deconvolution of bulk RNAseq data to infer single-cell (SC) population state (or cell abundances) was then performed using the CPM (Cellulation Population Mapping) algorithm implemented in scBio v0.1.6^34^. Inputs to the CPM function of scBio were our RNAseq data described above (normalized counts for each timepoint; treatment and control) with defaults settings. ‘cellSpace’, was the CA1 specific UMAP coordinates generated above; ‘SCLabels’, were which the 8 clusters identified by clustering analysis and ‘calculateCI’ as well as ‘quantifyTypes’ were set to ‘TRUE’. Input data were limited to the genes that were present in both RNAseq and scRNAseq datasets. Predicted alignments of the BulkRNAseq data to cell types was extracted and plot onto CA1 specific UMAP space for each timepoint.

#### Ingenuity pathway analysis

Differentially expressed genes (absolute log fold change ≥ 0.66 and adjusted *p* value ≤ 0.05) with predicted alignments of the BulkRNAseq data to cell types (“Neurons1”, “Neurons2”, “Neurons3”, “Neurons4”, “Oligo”, “Astrocytes”, “Immune” and “Vascular”) were analyzed separately with the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA)^35^. *p* Values of 0.05 were considered significant.

### Ethics approval and consent to participate

All animal procedures were in accordance with the guidelines of the University Hospital Bonn, Animal-Care-Committee as well as the guidelines approved by the European Directive (2010/63/EU) on the protection of animals used for experimental purposes and ARRIVE guidelines.

## Results

### Dynamic mRNA signatures in the early phase of epileptogenesis after Pilocarpine-induced SE

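CA1 tissue was collected 6, 12, 24, 36 and 72 h after SE induced with 335 mg/kg pilocarpine, and from non-SE controls (Ctr) at 12, 36 and 72 h. Each of the 8 groups had 3 libraries, 24 in all. The authors sequenced mRNA libraries as paired-end reads, aligned them with STAR to the mouse genome GRCm39, counted reads per gene of GENCODE M26 with htseq-count without regard to strand, and deposited these counts without normalization. The authors tested the counts with consensusDE, which combines voom, edgeR and DESeq2 after a correction for unwanted variation (RUV). Library totals ranged from 2663936 to 30133731 counts, with a median of 13521590. At 12 h, the totals were 12623517 to 30133731 after SE (median 19726208) and 10651808 to 27648010 in controls (median 14138399). At 36 h, they were 12015641 to 16955333 after SE (median 12904781) and 12619488 to 20063548 in controls (median 14512266). At 72 h, they were 10088496 to 20278630 after SE (median 15685996) and only 2663936 to 11680209 in controls (median 5793721). The totals at 6 h after SE were 10949845 to 25572520 (median 11901419), and those at 24 h were 9328095 to 22347349 (median 15194222). For the values given here, counts were normalized with edgeR's TMM method and scaled to CPM, and 18153 genes passed edgeR's filter on low counts. One negative binomial model with a term per group and 1 factor of unwanted variation, estimated from the residuals (RUVr), was fitted to all 24 libraries. Genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Following the legends of the paper, a differentially expressed gene (DEG) had an adjusted p of at most 0.05 and an absolute log2 fold change (log2FC) of at least 0.66 between SE and control or between control groups, and of at least 1 between SE time points, as the text gives for those. Approximate standard errors of log2FC are given as s.e., computed as the absolute log2FC divided by the square root of the quasi-likelihood F statistic. A fold change against a group whose libraries all held 3 counts or fewer is given as a lower bound computed against 3 counts. Gene lists written beforehand were tested with camera at an inter-gene correlation of 0.01, with adjustment over all lists and the 3 time points, and again with fry. As an assumed batch, the range of the numbers in the sample labels (92 to 104, 109 to 122 or 162 to 169) was entered as a factor in an alternative fit.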

To decipher transcriptional changes early after pilocarpine-induced SE in the hippocampal CA1 subfield, we compared mRNA expression profiles of pilocarpine-induced SE animals and non-SE controls in hippocampal CA1 at five different time points, i.e. 6, 12, 24, 36 and 72 h after SE. 

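The first principal component (PC1) of log2 CPM held 29.2% of the variance over the 18153 genes, PC2 held 16.1% and PC3 12.4%. The mean PC1 score was -67.9 ± 6.33 (SD, n = 9) for the control libraries and 40.7 ± 12.8 (SD, n = 15) for the SE libraries. The highest control score, -58.9, lay below the lowest SE score, 19.7 (two-sided permutation test over 100000 draws, p = 1e-05, the smallest p these draws can give). With the 500 most variable genes only, the alternative that moved the shares most, PC1 held 47% and PC2 23%. Between controls, 8 of the 9 libraries had PC2 scores from -22.8 to -8.54, whereas Ctr 72 h replicate 2 had a score of 136. No DEG was found between Ctr 12 h and Ctr 36 h, where 655 genes had an unadjusted p under 0.05 and 908 would have one if no gene differed. Between Ctr 36 h and Ctr 72 h there were 357 DEGs (127 higher and 230 lower at 72 h), and between Ctr 12 h and Ctr 72 h there were 187 (66 higher and 121 lower). Without Ctr 72 h replicate 2, both of these comparisons gave 0 DEGs, with 2467 and 2055 genes at an unadjusted p under 0.05. Leaving out Ctr 72 h replicate 1 instead gave 1508 and 1202 DEGs, and leaving out replicate 3 gave 615 and 527. A fit of the compared groups only gave 179 DEGs between Ctr 12 h and Ctr 36 h, 1014 between Ctr 36 h and Ctr 72 h and 3 between Ctr 12 h and Ctr 72 h, and DESeq2 gave 8, 542 and 408. The sensory ganglion score in place of the RUVr factor gave 0, 0 and 0, and thinned counts 0, 0 and 4, both chosen after the data were seen. In the fit with the library total as the only scaling, 180 of the DEGs between Ctr 36 h and Ctr 72 h were higher and 144 lower at 72 h, and between Ctr 12 h and Ctr 72 h 78 were higher and 93 lower.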

Only minimal transcriptional changes were observed between the non-SE control samples at 12, 36 and 72 h as evidenced by the Principal Component Analysis (PCA) that showed strongly clustered control samples without large differences between the various time points and no overlap with the samples from the SE-experienced mice (Fig. 1A). In contrast, for the SE samples, each time point was strongly clustered, and sequential variability in expression between different time points was observed in the second principal component (PC2), demonstrating a stepwise transcriptomic change along the time axis between 6 and 72 h after SE (Fig. 1A).

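Among the SE libraries, the mean PC2 score (± SD, n = 3 each) was -32 ± 14.3 at 6 h, -21.1 ± 26.3 at 12 h, -9.18 ± 1.68 at 24 h, 18.6 ± 30.3 at 36 h and 46.9 ± 19.3 at 72 h. The order of the means followed the time after SE. On PC2, this order was lost with the 500 most variable genes (means of 5.78, 4.64, 17, 3.33 and -21.2). There, the PC3 means followed the time instead (20.9, 19.8, -1.36, -12.6 and -22.5). The order on PC2 held with a prior count of 0.5, library size only, the sensory ganglion score removed or genes scaled. The SDs given above for 12 and 36 h exceeded the steps to the neighbouring time points. Single libraries set these spreads, since PC2 was 9.08 in SE 12 h replicate 1 and -33.2 and -39.3 in the others, and 52.4 in SE 36 h replicate 3 and 9.23 and -5.87 in the others. The mean PC3 score was 35.4 at 6 h and 36.9 at 12 h, and fell to 5.46 at 24 h, -21.6 at 36 h and -54.2 at 72 h. After removal of the RUVr factor from the log2 CPM, PC1 held 33.1% and PC2 15.5%. The mean PC2 scores were then -48, -41.9, -10.1, 28.5 and 71.5 from 6 to 72 h after SE, and -3.01, -3.51 and 6.45 in the controls of 12, 36 and 72 h.

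**Figure D1:**
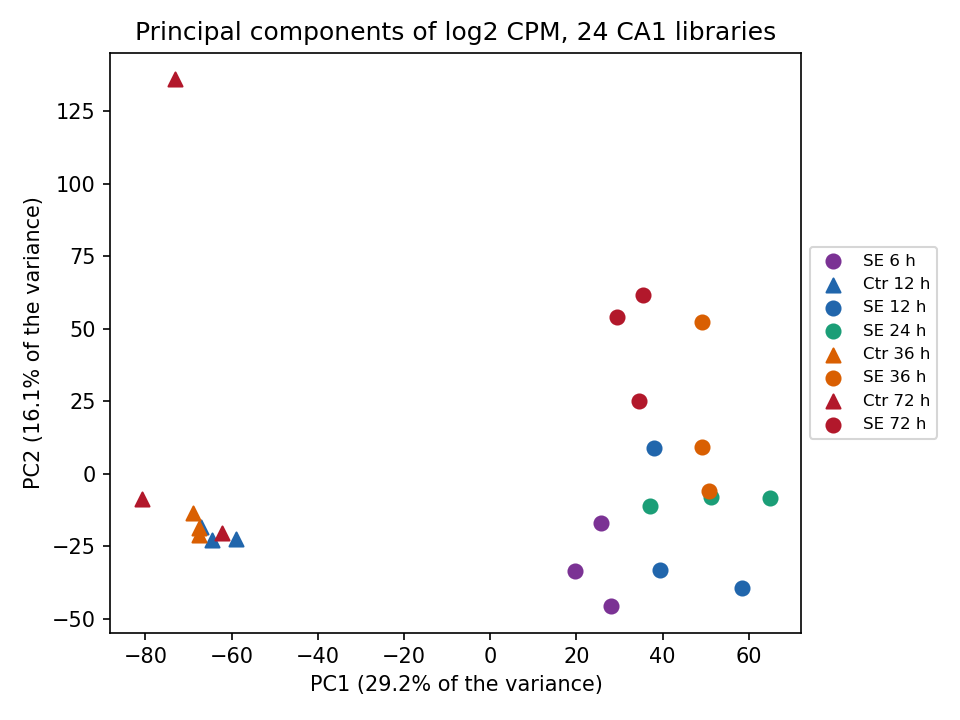
PC1 and PC2 scores of the 24 libraries, from log2 CPM of 18153 genes, with 1 point per library, coloured by time after SE, triangles for controls and circles for SE. The control libraries lie at PC1 scores of -58.9 and below, and Ctr 72 h replicate 2 lies apart from them at a PC2 score of 136.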

**Figure 1:**
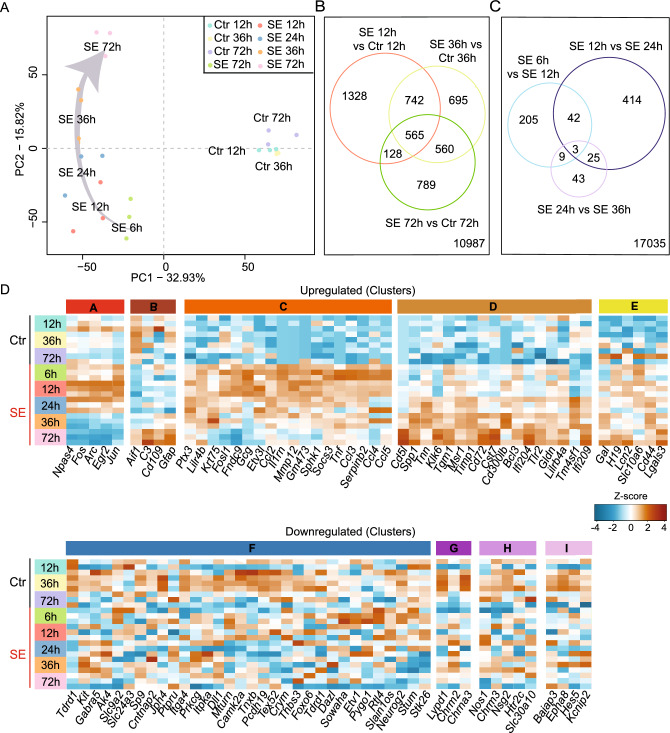
Gene expression profiles after pilocarpine-induced SE follow a time-dependent pattern. (**A**) Principal component analysis (PCA) of control (Ctr) and pilocarpine-induced status epilepticus (SE) samples for each time point (Ctr: 12 h, 36 h and 72 h; SE: 6 h, 12 h, 24 h, 36 h, and 72 h; n = 3 each). (**B**,**C**) Venn diagrams representing the number of differentially expressed genes between (**B**) SE and control samples (*p* ≤ 0.05; Log2FC ≥ |0.66|), and (**C**) all SE samples (*p* ≤ 0.05; Log2FC ≥ |0.66|). (**D**) Heat map of the 100 most differently expressed genes categorized according to their mRNA increase (upregulated clusters **A**–**E**; upper panel) or decrease (downregulated clusters **F**–**I**; lower panel) analysed by k-means clustering.

Next, volcano plots were generated to illustrate the transcriptomic changes during the early time points after SE. To this end, we analysed the three time points with respective control samples (i.e. 12, 36 and 72 h), allowing a direct comparison between SE and non-SE controls. Of the 18,153 genes analysed, 4680 (12 h), 3640 (36 h), and 2384 (72 h) genes were differentially expressed after pilocarpine-induced SE (*p* < 0.01; Fig. S1A). 

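Before adjustment, 6109 genes had a p under 0.01 at 12 h, 5214 at 36 h and 4663 at 72 h. After Benjamini-Hochberg adjustment of the p values of edgeR's quasi-likelihood test, 4618, 3730 and 2924 genes lay below that value. With the log2FC threshold, there were 4594 DEGs at 12 h (2526 up, 2068 down), 3934 at 36 h (2308 up, 1626 down) and 3518 at 72 h (2764 up, 754 down). Without the log2FC threshold, 6991, 5751 and 5078 genes had an adjusted p of at most 0.05 in the same test. The alternative that moved these counts most was the random thinning of every library to the smallest total, chosen after the data were seen, which left 2019, 1644 and 984 DEGs. Scaling by library total alone raised the share of upregulated DEGs at 36 h from 58.7% to 69.9% (2787 up, 1201 down) and moved the median log2FC of all genes from 0.00 to 0.13. With the range of the label numbers as a factor, there were 4060 DEGs at 12 h, 3796 at 36 h and 2463 at 72 h. No range of label numbers held both SE and control libraries at 72 h, so at that time point the comparison could not be made within a range. Leaving out 1 library of the 2 compared groups at a time gave 3848 to 4779 DEGs at 12 h, 3274 to 3668 at 36 h and 3080 to 3777 at 72 h. Without Ctr 72 h replicate 2, which is in neither group compared at 12 or 36 h, there were 4776 at 12 h and 4110 at 36 h.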

A deeper analysis of the most prominent changes between the different time points after SE revealed a relatively large number of differentially expressed genes (DEGs) at all three time points (a total of 565 DEGs; upregulated = 468, downregulated = 89, and up- or down-regulated = 8; Fig. 1B, Suppl. Table 1). 

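A total of 1110 genes were DEGs at 12, 36 and 72 h alike, of which 842 were upregulated at each time point, 241 were downregulated at each and 27 changed direction between time points. At least 1 of the 3 comparisons called 7572 genes. An absolute log2FC threshold of 1 gave 713 shared DEGs, with 75 downregulated and 13 of mixed direction. The lowest number, 343, came from the thinned counts. With 1 library left out, the shared DEGs numbered 984 to 1134.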

The highest number of DEGs altered at a specific time point was observed 12 h after SE (1328 DEGs), suggesting rapid expression changes shortly after pilocarpine-induced SE (Fig. 1B). 

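Only at 12 h, 2034 genes were DEGs, 1056 upregulated and 978 downregulated. Their number was 1528 without SE 12 h replicate 3, 1325 at a log2FC threshold of 1 and 1127 with the thinned counts. A gene called at 12 h and not at another time point need not differ between them, so the difference of the SE effect was tested as an interaction. By edgeR's quasi-likelihood test, 688 genes had a different SE effect at 36 h than at 12 h, and 4023 had a different one at 72 h than at 12 h. Leaving out Ctr 36 h replicate 3 lowered the former number to 208, and leaving out SE 12 h replicate 1 raised it to 1145. Without the RUVr factor, it was 312.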

Time point specific expression changes were also observed 36 and 72 h after pilocarpine-induced SE (695 and 789 DEGs respectively; Fig. 1B). In addition to these unique, time-dependent expression differences, common transcriptomic changes were also observed between the different time points (742 DEGs at both 12 and 36 h; 560 DEGs at 36 and 72 h; 1286 DEGs at 12 and 72 h), indicating the presence of a relatively large group of genes that contribute to the process of epileptogenesis over a longer period of time.

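There were 866 DEGs at 36 h only (331 up, 535 down) and 1308 at 72 h only (1027 up, 281 down). Leaving out 1 library at a time gave 612 to 1013 for 36 h and 919 to 1692 for 72 h, the lowest without Ctr 72 h replicate 2 and the highest without Ctr 72 h replicate 1. The SE effect at 72 h differed from that at 36 h in 970 genes by the test of the interaction. This number was 456 without Ctr 36 h replicate 1 and 1929 without Ctr 72 h replicate 1.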

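Shared by 12 and 36 h and not called at 72 h were 1154 DEGs, 477 upregulated at both, 671 downregulated at both and 6 of opposite direction. Between 36 and 72 h, 804 DEGs were shared and not called at 12 h (643 up, 149 down, 12 opposite). Genes called at 12 and 72 h and not at 36 h were the smallest set, with 296 (120 up, 55 down). In 121 of these, the directions at 12 and 72 h were opposite. Across the alternatives on all 24 libraries, the 3 sets ranged from 496 to 1370, from 238 to 873 and from 53 to 327 genes, and across the fits that each left out 1 library from 964 to 1303, from 680 to 913 and from 243 to 362. In the paper's reading, the genes shared between time points point to a relatively large group that contributes to epileptogenesis over a longer period.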

Next, we compared the most prominent expression changes between the different time points after SE (Log2FC > I1I; FDR 0.05). All five time points after SE were analysed. 

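Between 6 and 12 h after SE, 243 genes passed an absolute log2FC of 1 (83 higher and 160 lower at 12 h). Between 12 and 24 h there were 580 (270 higher, 310 lower at 24 h), between 24 and 36 h 99 (66 higher, 33 lower), and between 36 and 72 h 759 (566 higher, 193 lower). Of the first 3 comparisons, 184 genes were called only between 6 and 12 h, 503 only between 12 and 24 h and 59 only between 24 and 36 h. A log2FC threshold of 0.66 gave 455, 996, 137 and 1247 genes. The count for 24 and 36 h moved most under DESeq2, to 293, and with the thinned counts, to 10. Single libraries weighed on each count. Between 6 and 12 h, 73 genes were called without SE 6 h replicate 3. The count for 12 and 24 h was 384 without SE 24 h replicate 1. For 24 and 36 h it was 15 without SE 24 h replicate 3 and 155 without SE 24 h replicate 2, and for 36 and 72 h it was 366 without SE 36 h replicate 2. Scaling by library total gave 104 higher and 126 lower genes at 12 h than at 6 h.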

Most changes were observed when comparing 12 and 24 h after SE (414 DEGs), followed by comparing 6 and 12 h after SE (205 DEGs) (Fig. 1C, Fig. S1B, Suppl. Table 2). 

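Hlf (ENSMUSG00000003949.17), a clock-controlled transcription factor gene on chromosome 11 of GRCm39 from 90227221 to 90281761, was called in each of the first 3 comparisons of consecutive SE time points. Its log2FC was -1.92 (s.e. 0.28) from 6 to 12 h, 1.05 (s.e. 0.27) from 12 to 24 h and -1.35 (s.e. 0.28) from 24 to 36 h. The adjusted p values of Hlf were 0.00174, 0.0213 and 0.0307 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hlf had 126 ± 25.7 CPM (SD, n = 3) at 6 h, 33.7 ± 6.68 at 12 h, 68.8 ± 26.8 at 24 h and 27.5 ± 5.64 at 36 h. The Hlf call between 12 and 24 h was lost in 4 and that between 24 and 36 h in 5 of the 6 fits that each left out 1 library, with log2FC from 0.82 to 1.33 and from -1.63 to -1.12. Both calls were also lost with the range of the label numbers as a factor (0.90 and -1.48), with the compared groups only (1.03 and -1.32) and with the sensory ganglion score, chosen after the data were seen (1.00 and -1.30), and the second without the RUVr factor (-1.33). Tmem100 (ENSMUSG00000069763.4), on chromosome 11 from 89921122 to 89928844, had log2FC of 1.10, -1.45 and 1.05 in the same order (adjusted p = 0.0027, 0.000118 and 0.00713, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the RUVr factor, the last of these was not called (log2FC 1.06), nor was it without SE 24 h replicate 3 (0.92) or SE 36 h replicate 3 (0.90), with the compared groups only, or with the added ganglion score (0.95). Cmtm5 (ENSMUSG00000040759.10), on chromosome 14 from 55173563 to 55176735, had log2FC of -1.13 from 6 to 12 h and -1.20 from 12 to 24 h (adjusted p = 0.018 and 0.0109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first of these calls was lost in 4 of the 6 fits that each left out 1 library (log2FC from -1.15 to -0.94 where lost) and the second in 2 of 6 (-0.93 in both), and both were lost with the compared groups only (-1.16 and -1.17). From 24 to 36 h, the log2FC of Cmtm5 was 1.00 (adjusted p = 0.0836, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called this last change, as did the fits without SE 24 h replicate 1 (1.38) and without SE 36 h replicate 2 (1.23). Without SE 36 h replicate 3, its log2FC was 0.63. Ptx3 and Cldn10 were also called in all of the first 3 comparisons, 4 genes in all, and none was called in all 3 without SE 24 h replicate 3, without SE 36 h replicate 3 or without the RUVr factor. The log2FC of the first 2 comparisons, which share SE 12 h, had a Pearson r of -0.166 over all genes, against a mean of -0.486 in 20 simulated data sets in which no group changed. The simulated data were fitted without the RUVr factor and held no outlying library.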

Interestingly, three genes (i.e. *Hlf, Tmem100* and *Cmtm5*) were differentially expressed at all three comparisons (Suppl. Table 2).

### Early epileptogenesis is associated with the up-regulation of immune signalling cascades and transcription factors.

To gain further insight into the major time-dependent changes early after pilocarpine-induced SE in the hippocampal CA1 subfield, we selected the top 100 DEGs between SE and non-SE controls, dividing the group into the 50 most augmented (“upregulated”) and the 50 most decreased (“downregulated”) genes. 

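Among DEGs with a mean log2 CPM of at least 1 and all 3 SE libraries on one side of the 3 controls, the largest increases at 12 h were those of Etv3l, Ccl4, Lilrb4b, Gal and H19. Etv3l was at least 120-fold higher than in controls, which held no count, and Ccl4 at least 74.9-fold higher. Lilrb4b, Gal and H19 were at least 48-fold, 43-fold and 39.1-fold higher. No control library of 12 h held more than 3 counts of any of these genes, so their rank is uncertain. Under limma-voom, Etv3l was not called. The largest decreases at 12 h were those of Ccbe1, Dbp, P2ry12, Gm48408 and Selplg, with log2FC from -3.77 to -3.65. The fall of Ccbe1 came from Ctr 12 h replicate 3, with 61.7 CPM against 2.93 and 3.18 in the other controls, and without that library its log2FC was -0.81 and not called. The Ccbe1 call was also lost without any 1 of the SE 12 h libraries (-3.87 to -3.66), under limma-voom (-2.79), with the compared groups only (-3.08), with the range of the label numbers as a factor (-1.29) and with the sensory ganglion score, chosen after the data were seen (-3.29). At 36 h, Timp1 rose by a log2FC of 9.30 (s.e. 0.48) and Spp1 by 7.42 (s.e. 0.53), beside Lilrb4b, Ccl2 and Ccl4, and Otof fell by 5.73 (s.e. 0.66) on the log2 scale. At 72 h, Tgm1, Tlr2, Cd72, Klk6 and Timp1 had the largest fitted increases, with a log2FC of 8.46 (s.e. 0.62) for Tgm1. Tlr2 and Cd72 had at most 2 and 3 counts in any control library of 72 h. They were at least 30.9-fold and 28.9-fold higher, so their rank is uncertain. Klk6 was at 7.64 (s.e. 0.73), and at least 34.8-fold higher than in controls without Ctr 72 h replicate 1, the only control library of 72 h with a count of it. Bc1 fell most at 72 h, with a log2FC of -2.91 (s.e. 0.74), and was not called with the range of the label numbers as a factor (-2.50). Reads of Lilrb4b and of its near-identical neighbour Lilrb4a could have been split or discarded in counting, and Bc1 is a short RNA, so both values are uncertain.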

Using k-means clustering, we grouped these genes based on their expression patterns. 

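The genes of the 9 clusters drawn in Fig. 1D were taken from the figure as fixed lists, which the study chose on these libraries, so their medians are no independent evidence. Cluster A (5 genes, with Fos, Arc and Egr2) had a median log2FC of 3.24 at 12 h, 0.88 at 36 h and -1.53 at 72 h. In cluster B (4 genes), the median was 2.49 at 12 h, 3.58 at 36 h and 4.92 at 72 h. Cluster C (17 genes tested) had medians of 6.70, 6.92 and 4.69, or 5.38, 5.60 and 1.18 with genes absent from the controls set at their lower bound. For cluster D (17 genes), they were 4.83, 6.38 and 7.53, or 3.89, 5.80 and 4.61 with the bounds. The 6 genes of cluster E had 7.44 at 12 h (5.41 with the bounds), 5.69 at 36 h and 3.80 at 72 h. Of the clusters that fell, F (31 genes) had medians of -1.09, -1.63 and -0.88 at 12, 36 and 72 h, G (3 genes) -1.75, -1.29 and -1.04, H (5 genes) -1.01, -1.74 and -0.87, and I (4 genes) -1.47, -3.50 and -1.60.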

For the up- and the down-regulated group, we found five clusters and four main clusters, respectively (Fig. 1D upper panel; clusters A–E up-regulated genes, lower panel; clusters F–I down-regulated genes). STRING analysis of the different clusters revealed that for the upregulated groups, GO terms corresponded to TFs (cluster A) as well as inflammatory processes (clusters B–D). For the downregulated clusters, GO terms were related to the regulation of membrane excitability (clusters F–I) and neurodegeneration (clusters F,I) (Fig. S1C).

To further unravel the molecular cascades in more detail, additional GO functional annotation analyses were performed on all DEGs at 12, 36 and 72 h after SE. Downregulated DEGs corresponded to pathways associated with GO terms related to chromosome organization, RNA processing, intracellular protein transport, protein ubiquitination, synaptic signalling and neuronal differentiation, indicating a clear reduction in neuronal activity in the early phases of epileptogenesis (Fig. 2A). In contrast, the upregulated genes were mainly enriched in processes of the immune system (Fig. 2A). 

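GO enrichment was not repeated, and lists of marker genes written beforehand were tested instead. The neuronal list (12 genes, such as Rbfox3, Snap25 and Syt1) had a median log2FC of -0.30 at 12 h, -0.29 at 36 h and -0.39 at 72 h, with 9, 8 and 10 of the 12 genes lower than in controls. Camera gave adjusted p values of 0.227, 0.224 and 0.000665 with Benjamini-Hochberg adjustment, and the call at 72 h held under fry. At 72 h, 6 genes of the list were below an adjusted p of 0.05, both adjusted over the list alone and over all genes. The interneuron list (12 genes, such as Gad1, Pvalb and Sst) had medians of 0.09, -0.15 and -0.58, with a camera adjusted p of 0.00374 at 72 h that held under fry. A list of CA1 pyramidal cell genes (9 tested, such as Wfs1 and Fibcd1) had medians of -0.60, -1.06 and -0.53, with camera adjusted p values of 0.153, 0.0385 and 0.042. The call of the CA1 list at 36 h was lost without SE 36 h replicate 2 (median -0.83). At 72 h, its call was lost without Ctr 72 h replicate 1 (-0.25), Ctr 72 h replicate 2 (-0.70) or SE 72 h replicate 1 (-0.18). It was also lost with the replicate number as a factor (-0.45). Under fry, the CA1 list was called at 12 h as well, and camera called the neuronal list at 12 h with the sensory ganglion score, chosen after the data were seen (-0.38). The neuronal median moved over 1.5-fold at 12 h without SE 12 h replicate 3 (-0.18) and at 36 h with library size only (-0.17).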

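A list of vascular genes (12, such as Cldn5, Pecam1 and Flt1) had a median log2FC of 0.51 at 12 h, 0.54 at 36 h and 0.29 at 72 h. At 12 h, 7 of these 12 genes were higher than in controls, and 11 genes differed, adjusted over the list alone (10 over all genes), 5 of them as upregulated and 3 as downregulated DEGs. Camera gave the vascular list adjusted p values of 0.458, 0.0411 and 0.134, and fry called it at 36 and 72 h and not at 12 h. Its call at 36 h was lost without Ctr 36 h replicate 3 (median 0.50) and without SE 36 h replicate 1 (0.32), and with the replicate number as a factor (0.53). At 72 h, the vascular median was 0.19 without Ctr 72 h replicate 3. The 15 interferon response genes (such as Ifit1, Irf7 and Isg15) had a median of 1.09 at 12 h, with 13 higher than in controls and 5 DEGs. At 36 h, their median was 3.47 and at 72 h 3.03, and all 15 were upregulated DEGs at both, adjusted over the list alone and over all genes. Camera adjusted p values of this list were 0.0084, 5.51e-10 and 4.38e-10 with Benjamini-Hochberg adjustment, and the calls held under fry. Ifng and the B cell gene Ms4a1 were not in the table, so neither was tested.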

Genes related to blood vessel development and morphogenesis were strongly activated at 12 h after SE, whereas activation of several specific immunological cascades including interferon beta (IFN-β), interferon gamma (IFN-γ) interleukin-1-beta (IL-1β), interleukin-6 (IL-6) and B cell mediated immunity occurred at the later time points. Interestingly, genes related to the mitogen-activated protein kinases (MAPK) cascade and extracellular signal-regulated kinases (ERK1 and ERK2) showed a strong increase after 12 and 36 h, which was no longer evident at 72 h (Fig. 2A). 

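Target genes that limit MAPK and ERK signalling and are induced by it (12 genes of the Dusp, Spry and Spred families) were used as a measure of the cascade. All 12 were upregulated DEGs at 12 h, with a median log2FC of 1.29, and 7 were at 36 h, with a median of 1.07. At 72 h, the median was 0.19, 8 of the 12 lay above the controls, 1 was an upregulated DEG, and 2 differed at an adjusted p of 0.05, both over the list alone and over all genes. Camera gave adjusted p values of 7.38e-08, 0.000163 and 0.707 with Benjamini-Hochberg adjustment over lists and time points, and the calls at 12 and 36 h held under fry. The median at 72 h lay between -0.03, without SE 72 h replicate 3, and 0.40, without Ctr 72 h replicate 1. The difference of the list between time points was not tested.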

Heat maps plotting the Log2FC of individual genes confirmed the gradual increase in gene expression for components of the inflammatory IL-1β and IL-6 pathways at all time points, and a temporary increase only at 12 and 36 h for components of the ERK1, ERK2 and MAPK pathways (Fig. S2A).

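Genes of IL-1 and IL-6 signalling (15, among them Il1a, Il1b, Il1r1, Il6, Il6st and Socs3) had a median log2FC of 1.69 at 12 h, 2.13 at 36 h and 2.96 at 72 h. With genes absent from the controls at their lower bound, the medians were 1.54, 1.91 and 2.13. Higher than in controls were 14, 14 and 15 of the 15 genes. Adjusted over the list alone, 14, 12 and 14 genes differed, and over all genes 13, 11 and 14. The adjusted p values from camera were 9.78e-09, 3.52e-10 and 2.27e-11, and the calls held under fry. Whether the medians rose between time points was not tested.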

**Figure 2:**
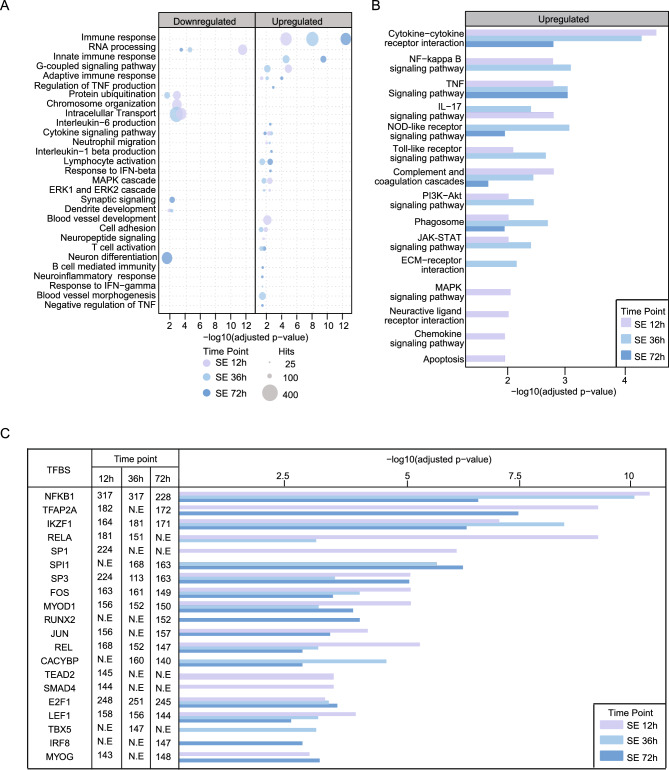
Complex gene expression dynamics in the early phase of epileptogenesis. (**A**) GO analysis of differentially expressed genes (DEGs) (*p* ≤ 0.05; Log2FC ≥ |0.66|) at 12 h, 36 h and 72 h after pilocarpine-induced SE. (**B**) KEGG pathway analysis of DEGs (*p* ≤ 0.05; Log2FC ≥ |0.66|) at 12 h, 36 h and 72 h after pilocarpine-induced SE. (**C**) Transcription factor enrichment from JASPAR and TRANSFAC database (*p* < 0.05) of upregulated DEGs (*p* ≤ 0.05; Log2FC ≥ |0.66|) at 12 h, 36 h and 72 h after pilocarpine-induced SE.

Subsequent Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the upregulated genes confirmed that most KEGG terms were related to inflammatory processes (Fig. 2B). 

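Among 109 genes of cytokines, chemokines and their receptors, selected beforehand by symbol, the median log2FC was 1.05 at 12 h, 1.22 at 36 h and 1.94 at 72 h. It was 0.88, 0.94 and 1.24 with genes absent from the controls at their lower bound. Above the controls lay 82, 79 and 97 of the genes, and 46, 51 and 58 were upregulated DEGs. Downregulated DEGs numbered 9, 6 and 2. Adjusted over the list alone, 65, 60 and 66 of the genes differed, and 62, 60 and 60 over all genes. The camera adjusted p values were 2.73e-08, 1.78e-09 and 1.44e-12, and fry called the list at the 3 time points as well. Across the 6 fits per time point that each left out 1 library of its groups, the medians stayed within 0.84 to 1.15 at 12 h, 1.08 to 1.27 at 36 h and 1.73 to 2.21 at 72 h.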

The cytokine–cytokine receptor interaction showed the strongest increase at all three time points (Fig. 2B), indicating that cytokine activation is the main process for cell infiltration and neuroinflammation.

### Transcription factor expression early after pilocarpine-induced SE

Activation of TFs is one of the earliest responses following a brain insult^36^. Recently, we have identified several key transcriptional control mechanisms of CA1 pyramidal burst firing activity, namely transcriptional activation by the transcription factors Metal Regulatory Transcription Factor 1 (Mtf1) and Early Growth Response 1 (Egr1)^7,37^. 

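Egr1 (ENSMUSG00000038418.8, chromosome 18 of GRCm39 from 34992876 to 34998049) had 93.1 ± 21.9 CPM (SD, n = 3) in Ctr 12 h and between 413 and 864 CPM in the SE 12 h libraries. Its log2FC at 12 h was 2.60 (s.e. 0.63). At 24 h after SE, the 3 libraries ranged from 311 to 1171 CPM, with a log2FC of 2.08 (s.e. 0.44) against the mean of the 3 control groups, since no controls were taken at 24 h. The Egr1 change from 12 to 24 h was 0.23 (s.e. 0.59) and turned to -0.51 without SE 24 h replicate 3 and to -0.21 with the range of the label numbers as a factor. With that factor, Egr1 at 24 h was no longer called against the controls (log2FC 0.73), whereas without SE 24 h replicate 3 it was (1.34). Mtf1 (ENSMUSG00000028890.14, chromosome 4 from 124695897 to 124743593) rose from 38.7 ± 1.19 CPM in Ctr 12 h to 62.0 ± 1.01 in SE 12 h, and was at 47.7 ± 1.58 CPM in SE 24 h. The log2FC of Mtf1 was 0.68 (s.e. 0.11) at 12 h, 0.44 (s.e. 0.09) at 24 h against the 3 control groups, and -0.38 (s.e. 0.11) from 12 to 24 h. Adjusted p values of Egr1 were 0.00279 at 12 h, 0.000876 at 24 h and 0.848 from 12 to 24 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Mtf1 they were 9.54e-05, 0.000581 and 0.0383 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 36 and 72 h against their own controls, neither gene was called, but Egr1 at 72 h was called as lower without Ctr 72 h replicate 2 (-1.20), and ranged from -1.42 to -0.59 with 1 library left out.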

Consistent with our previous data^8,37^, we observed a significant increase in Mtf1 and Egr1 expression at 12 h after SE, which had returned to basal levels at 24 h (Fig. S2B).

As a first stop to obtain a broader view of the transcriptional regulatory mechanisms associated with aberrant hippocampal intrinsic plasticity on a genome-wide level, a TF enrichment analysis (TFEA) was performed. TFEA prioritizes TFs based on the overlap between the DEGs and annotated TF targets^31^. Comparison of the different time points after SE revealed that most TFs were enriched at all three time points (12, 36 and 72 h after SE), although the strongest overall enrichment was observed at 12 h after SE (Fig. 2C). The highest enrichment score was observed for Nuclear Factor Kappa B Subunit 1 (*Nfkb1*). Two TFs that form heterodimers with Nfkb1, i.e. REL Proto-Oncogene (*Rel*) and RELA Proto-Oncogene (*Rela*)^38^, were also significantly enriched in the early phases after pilocarpine-induced SE. A strong enrichment was also observed for the proto-oncogenes FBJ osteosarcoma oncogene (*Fos*) and Jun (*Jun*), two TFs known as immediate early genes (IEGs), a group of TFs that also includes the previously identified epilepsy-associated TF Egr1 (Figs. 2C, S2B)^7,8^. Interestingly, two TFs critical for microglial activation, i.e. Runt-related transcription factor 2 (*Runx2*) and interferon regulatory factor 8 (*Irf8*)^39,40^, were enriched only after 72 h, suggesting that microglial activation occurs at this later time point. Intriguingly, a more detailed analysis of the microglial and astrocytic markers confirmed the markedly increased expression at this later time point (Fig. S2B).

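The microglia list (12 genes, such as Aif1, Cx3cr1, Csf1r and Trem2) had a median log2FC of -0.04 at 12 h, 0.88 at 36 h and 2.32 at 72 h. Camera gave adjusted p values of 0.198, 0.000898 and 1.01e-26 with Benjamini-Hochberg adjustment, and fry made the same calls. Of its 12 genes, 11 were upregulated DEGs at 72 h, adjusted over the list alone and over all genes, 8 at 36 h and 1 at 12 h. Downregulated DEGs of the list numbered 3 at 12 h, 2 at 36 h and 0 at 72 h. The median at 12 h took either sign, from -0.16 without SE 12 h replicate 3 to 0.02 without SE 12 h replicate 2, and was 0.07 with a sensory ganglion score in place of the RUVr factor. The astrocyte list (12 genes, such as Gfap, Aqp4 and Slc1a3) had medians of 0.22, 0.40 and 0.86, with 8, 7 and 10 genes above the controls. Its camera adjusted p values were 0.0953, 0.0779 and 3.91e-10, and under fry it was called at all 3 time points. Astrocyte medians moved over 1.5-fold without SE 12 h replicate 3 (0.10) and without SE 36 h replicate 3 (0.20). Camera called the list at 12 h without SE 12 h replicate 2 (0.31), and at 36 h without Ctr 36 h replicate 1 (0.46) or SE 36 h replicate 2 (0.58). At 72 h, 7 astrocyte genes differed, both over the list alone and over all genes. The transcription factor gene Irf8 (ENSMUSG00000041515.11) had a log2FC of 1.57 (s.e. 0.24) at 12 h, 1.97 (s.e. 0.24) at 36 h and 3.92 (s.e. 0.28) at 72 h. The SE effect on Irf8 was larger at 72 h than at 36 h by 1.95 (s.e. 0.37, adjusted p = 0.00528, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).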

### Early epileptogenesis is defined by highly dynamic DEG clusters associated with distinct immune responses and hyperexcitability

To further evaluate similar changes in mRNA levels in the time series during early epileptogenesis, we then applied a model-based Bayesian hierarchical clustering (BHC) algorithm to the time series. In total, 30 gene clusters were found by grouping DEGs (FDR ≤ 0.05; Log2FC ≥ |0.66|, Fig. S2C, Suppl. Table 3). Most of these clusters showed a rather stable expression pattern or presented only a minimal change over time. However, a few clusters, revealed a more remarkable expression pattern in time (Fig. S2C). We selected the most interesting BHC clusters, i.e. clusters 1, 7, 16, 23, 28 and 30 (Fig. 3A), and investigated the most relevant GO terms for these clusters.

**Figure 3:**
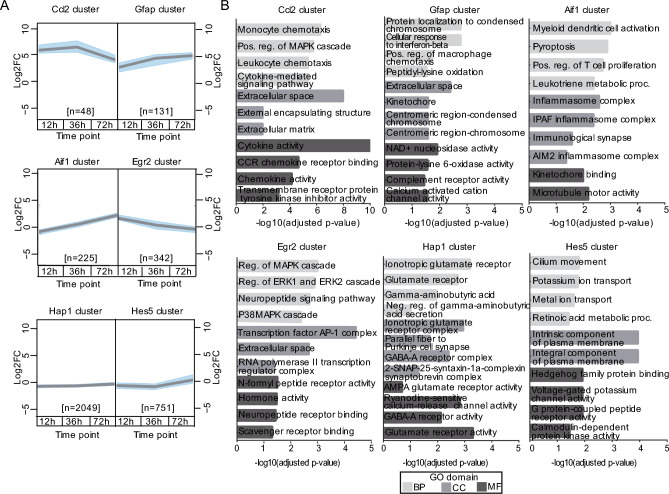
Highly dynamic gene expression clusters associate with a time-dependent immune response. (**A**) Bayesian Hierarchical Clustering analysis of DEGs (*p* ≤ 0.05; Log2FC ≥|0.66|) identified distinctive time-dependent gene activation patterns. Clusters aligned to k-means clustering were selected for further analysis. Grey lines represent the median, and blue shading the upper and lower quantiles. (**B**) GO analysis (Biological Process, Cellular Components and Molecular Functions) for DEGs in each of the six clusters depicted in (**A**).

“Cluster 1” showed a strong increase in gene expression in SE animals compared to the corresponding controls at all time points, with the strongest increase at 12 and 36 h after SE. This cluster also contained the genes originally found in cluster “C” (Fig. 1D) and was named after the gene with the highest Log2FC within this group, i.e. the “Ccl2 cluster” (Fig. 3A). 

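All 48 genes that Suppl. Table 3 lists in cluster 1 were tested, and all were upregulated DEGs at 12 and 36 h, with 41 at 72 h. Their median log2FC was 6.14 (quartiles 5.40 and 7.59) at 12 h, 6.68 (6.10 and 8.34) at 36 h and 4.86 (3.98 and 5.96) at 72 h. The paper's own log2FC values in that table have medians of 6.01, 6.59 and 4.20. At 12, 36 and 72 h, 28, 29 and 26 of the genes had no library above 3 counts in the controls, and with these genes at their lower bound the medians were 5.00, 5.17 and 2.08. The genes were chosen on these libraries, and no test of the cluster was made.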

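Ccl2 (ENSMUSG00000035385.6, chromosome 11 of GRCm39 from 81926397 to 81928279) encodes a chemokine that attracts monocytes. No control library of 12 or 36 h held more than 3 counts of it, and it was at least 35.4-fold higher at 12 h and at least 48.6-fold higher at 36 h after SE. SE libraries had 10.1 ± 4.86 CPM (SD, n = 3) at 12 h, 12.0 ± 5.34 at 36 h and 5.19 ± 0.89 at 72 h. At 72 h, the log2FC of Ccl2 was 3.60 (s.e. 0.73, adjusted p = 0.00105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctr 72 h replicate 2 held 15 counts of Ccl2, at 2.56 CPM, against 0.08 CPM in replicate 1 and none in replicate 3. Without replicate 2, Ccl2 was at least 4.62-fold higher after SE, and without replicate 1 the log2FC was 2.20.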

Consistent with the results described above, cytokine activity, monocyte chemotaxis and activation of the MAPK cascade were found to be highly relevant for the genes found within this cluster (Fig. 3B, “Ccl2 cluster”). 

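Gfap (ENSMUSG00000020932.15, chromosome 11 of GRCm39 from 102778159 to 102791738), which encodes an intermediate filament of astrocytes, had 254 ± 1.51 CPM (SD, n = 3) in Ctr 12 h. After SE, it rose from 3144 ± 794 CPM at 12 h to 5334 ± 1063 at 36 h and 8154 ± 932 at 72 h. Log2FC values of Gfap were 3.63 (s.e. 0.25), 4.31 (s.e. 0.26) and 5.00 (s.e. 0.27). Between 12 and 72 h, the SE effect on Gfap grew by 1.37 (s.e. 0.32). Cd109 (ENSMUSG00000046186.9, chromosome 9) had log2FC of 1.97, 5.83 and 4.83 at 12, 36 and 72 h, and its effect was larger at 72 h than at 12 h by 2.86 (s.e. 0.91). Without Ctr 12 h replicate 3, the log2FC of Cd109 at 12 h was 3.13. The complement gene C3 (ENSMUSG00000024164.16, chromosome 17) had log2FC of 3.01, 2.85 and 7.46, and a gain of 4.45 (s.e. 1.57) from 12 to 72 h. Adjusted p values for the change of the SE effect from 12 to 72 h were 0.00494 for Gfap, 0.0299 for Cd109 and 0.0479 for C3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C3 was low in the controls, with 12 counts at most in any control library, and its calls at 12 and 36 h were lost under limma-voom (log2FC 2.56 and 3.17). That at 36 h was also lost without Ctr 36 h replicate 2 (2.24), and at 72 h C3 was at least 18.0-fold higher without Ctr 72 h replicate 2, the only control library of 72 h with a count of it. The 131 genes of cluster 7 in Suppl. Table 3 had median log2FC of 2.80 at 12 h, 4.30 at 36 h and 5.23 at 72 h, beside medians of 2.63, 4.31 and 4.78 of the paper's own values. With genes at 3 counts or fewer in controls at their lower bound, the cluster's medians were 2.01, 3.19 and 3.42, and 90, 116 and 130 of its genes were upregulated DEGs.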

“Cluster 7”, containing the genes *Gfap, CD109* and *C3*, was termed the “Gfap cluster” and contained genes that showed a gradual increase in gene expression over time (Fig. 3A). Within this cluster, GO terms such as complement receptor activity and response to interferon-beta were observed (Fig. 3B, “Gfap cluster”), confirming the gradual increase through time for inflammation-related processes in time. “Cluster 16” was named after the key microglial marker allograft inflammatory factor 1 (*Aif1;* “Aif1 cluster”) and contained genes that showed the largest differences at 72 h after SE (Fig. 3A). 

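Aif1 (ENSMUSG00000024397.15, chromosome 17 of GRCm39 from 35387384 to 35395053) had a log2FC of -0.86 (s.e. 0.34) at 12 h, 0.93 (s.e. 0.33) at 36 h and 2.31 (s.e. 0.35) at 72 h. Adjusted p values were 0.0533, 0.0361 and 4.57e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From 12 to 72 h, the SE effect on Aif1 rose by 3.17 (s.e. 0.49, adjusted p = 0.000233, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The decrease at 12 h was called under DESeq2 (-0.84), with the range of the label numbers as a factor (-1.13) and without SE 12 h replicate 2 (-1.19). The increase at 36 h was lost with that factor (0.74) and in 5 of the 6 fits that each left out 1 library, with log2FC from 0.67 to 1.18. Only a part of Suppl. Table 3 could be read, so the other genes of cluster 16 were not used here.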

As with the “Gfap cluster”, GO terms related to inflammatory processes, including the inflammasome complex and T cell proliferation, were also evident in this cluster (Fig. 3B, “Aif cluster”). 

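Egr2 (ENSMUSG00000037868.16, chromosome 10 of GRCm39 from 67371305 to 67378018), an immediate early gene that encodes a zinc finger transcription factor, had 2.88 ± 0.70 CPM (SD, n = 3) in Ctr 12 h and 42.1 ± 10.7 in SE 12 h. Its log2FC was 3.91 (s.e. 0.82) at 12 h, 1.06 (s.e. 0.73) at 36 h and -1.65 (s.e. 0.81) at 72 h. The adjusted p values of Egr2 were 0.001, 0.294 and 0.139 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 12 and 72 h, the SE effect fell by 5.56 (s.e. 1.15, adjusted p = 0.00227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A fit of the compared groups only called Egr2 at 36 h (log2FC 1.02) and at 72 h (-1.64), as did the replicate number as a factor at 72 h (-1.98). At 36 h, the log2FC of Egr2 was 0.58 without SE 36 h replicate 3. Jun, a further gene of cluster A, had log2FC of 1.88 at 12 h, 1.41 at 36 h and 0.70 at 72 h, and its call at 36 h was lost without Ctr 36 h replicate 2 (1.29) or SE 36 h replicate 2 (1.21), while that at 72 h was made with the compared groups only (0.72).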

“Cluster 23”, named after the gene with the highest Log2FC at 12 h, i.e. Egr2, contained mostly TFs and showed the strongest increase in gene expression at 12 h (Fig. 3A, “Egr2 cluster”). In addition to GO terms related to the transcriptional machinery, GO terms related to the MAPK, ERK1 and ERK2 signalling cascades were also observed for this cluster (Fig. 3B, “Egr2 cluster”).

“Clusters 28 and 30” contained most of the genes belonging to the “downregulated” group originally found in clusters F–I (Fig. 1D). These two clusters were named after the most strongly downregulated genes within them: Huntingtin Associated Protein 1 *(Hap1)* for “cluster 28” (“Hap1 cluster”) and *Hes5* for “cluster 30” (“Hes5 cluster”). 

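Hap1 (ENSMUSG00000006930.16, chromosome 11 of GRCm39 from 100238152 to 100246978) had 296 ± 39.4 CPM (SD, n = 3) in Ctr 12 h and 113 ± 24.8 in SE 12 h. Its log2FC was -1.39 (s.e. 0.30) at 12 h, -1.07 (s.e. 0.29) at 36 h and -0.66 (s.e. 0.29) at 72 h, with adjusted p values of 0.00113, 0.00873 and 0.101 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without SE 72 h replicate 1, Hap1 was called at 72 h as well (-0.96). Hes5 (ENSMUSG00000048001.8, chromosome 4 from 155045373 to 155046828) had 6.38 ± 2.31 CPM in Ctr 12 h and 5.28 ± 1.45 in Ctr 36 h, against at most 1.53 CPM in any SE library of 12 or 36 h. Hes5 had a log2FC of -3.23 (s.e. 0.61) at 12 h, -4.33 (s.e. 0.70) at 36 h and -2.17 (s.e. 0.83) at 72 h, with adjusted p values of 0.000381, 9.16e-05 and 0.0567 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change at 72 h was called under DESeq2 (-2.28), without the RUVr factor (-2.78), with the range of the label numbers (-4.25) or the replicate number (-2.26) as a factor, with the sensory ganglion score, chosen after the data were seen (-2.55), and without Ctr 72 h replicate 2 (-3.36) or SE 72 h replicate 3 (at least 10.5-fold lower).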

For the “Hap1 cluster”, most of the observed GO terms belonged to GABA and glutamate receptor signalling and for the “Hes5 cluster”, cascades related to potassium and metal ion transport were found (Fig. 3B).

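Genes of GABA and glutamate receptors (40, selected by symbol beforehand) had a median log2FC of -0.42 at 12 h, -0.80 at 36 h and -0.34 at 72 h. Below the controls lay 32, 30 and 31 of the 40, and 12, 23 and 8 were downregulated DEGs, beside 2, 3 and 2 that were upregulated. The differing genes numbered 18, 29 and 15 adjusted over the list alone, and 17, 29 and 13 over all genes. Adjusted p values from camera were 0.000764, 3.42e-07 and 7.12e-05, and fry called the list at the same 3 time points. The 83 potassium channel genes had medians of -0.14, -0.26 and -0.22, with 25, 20 and 7 downregulated and 16, 11 and 9 upregulated DEGs. Over the potassium list alone, 49, 37 and 16 genes differed, against 43, 35 and 19 over all genes. Camera gave it adjusted p values of 0.186, 0.0655 and 0.0729, and fry called it at 12 and 36 h. The potassium median at 12 h changed sign without Ctr 12 h replicate 2 (0.03) and was -0.34 without SE 12 h replicate 2. At 36 h it was -0.43 without SE 36 h replicate 3, where camera called it, and at 72 h -0.11 without Ctr 72 h replicate 3. Camera also called it at 36 h with scaling by library total (-0.14), and at 72 h without Ctr 72 h replicate 1 (-0.18) or SE 72 h replicate 1 (-0.22). The sensory ganglion score in place of the RUVr factor, chosen after the data were seen, gave medians of -0.28, -0.30 and -0.28, called by camera at all 3 time points.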

### Identification of specific transcription factor sets orchestrating immune versus ion channel signalling

To gain a deeper understanding of the major cell types and cascades involved in the hippocampal CA1 subfield during epileptogenesis, a deconvolution analysis was performed based on the CA1 cell dataset of Zeisel et al.^41^. Four neuronal populations with distinct transcriptomic patterns in time were isolated (“Neurons1–4”; Fig. S3A). Also, astrocytic (“Astrocytes”), oligodendrocytic (“Oligos”), vascular, and immune populations were found (Figs. 4A; S3A). 

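Deconvolution against single cell profiles was not repeated, since the single cell reference is not among the data analysed here, and marker lists were compared instead. Of 12 oligodendrocyte genes (such as Mbp and Mog), 12 lay above the controls at 72 h, with a median log2FC of 0.73, against medians of -0.11 at 12 h and 0.15 at 36 h. Camera gave the oligodendrocyte list an adjusted p of 0.0385 at 72 h, which held under fry, and of 0.516 and 0.9 at 12 and 36 h, with Benjamini-Hochberg adjustment. Over the list alone, 5 of its genes differed at 72 h, and 4 over all genes. The call was lost without Ctr 72 h replicate 2 (0.42), SE 72 h replicate 2 (0.43) or SE 72 h replicate 3 (0.64). The oligodendrocyte median took the other sign at 12 h without Ctr 12 h replicate 1 (0.02) or SE 12 h replicate 2 (0.14), and at 36 h without SE 36 h replicate 3 (-0.06). Genes of infiltrating leukocytes (5 of 12 tested) had medians of 1.65, 2.12 and 1.10 at 12, 36 and 72 h, or 0.93 at 36 h with genes absent from the controls at their bound, and were called neither by camera nor by fry. Lists of CA3 pyramidal cells (8 genes) and of dentate granule cells (10 genes) were not called by camera at any of the 3 time points. The CA3 medians were 0.03, -0.45 and -0.23, and fry called them at 72 h. Dentate granule medians were -0.16, 1.92 and 2.79 (2.56 with the bound), and fry called them at 36 and 72 h.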

The “Immune”, “Oligos” and “Vascular” populations showed a higher cell state prediction index after SE, suggesting an augmentation in cell type specific genes, whereas the “Astrocytes”, “Neurons3” and “Neurons4” populations showed a diminution at the mRNA level (Fig. S3A). Interestingly, the “Neurons3” and “Immune” populations had the largest variation in the cell status prediction index (Figs. 4B, S3B), indicating that these specific cell types may play an important role in the early phases of epileptogenesis.

**Figure 4:**
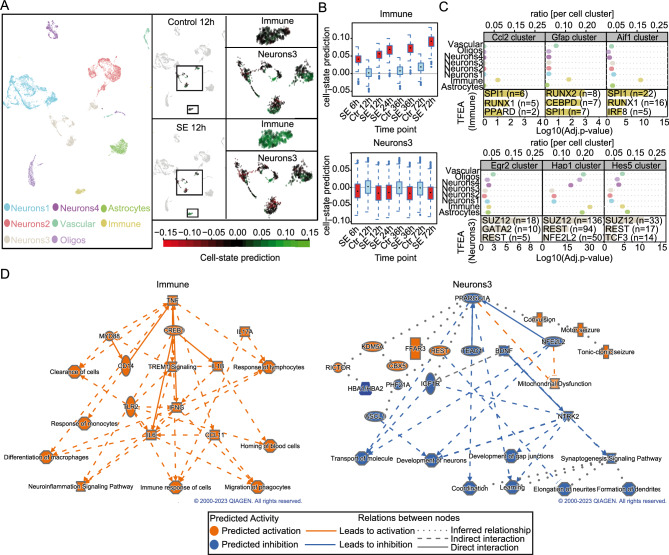
Distinct cell populations are associated with upstream regulators triggering immune response and neuronal dysfunction. (**A**) Uniform manifold approximation and projection (UMAP) of single cell data from CA1 hippocampal cells with eight defined clusters (left panel). Representative UMAP example of SE 12 h reveals distinct cell states compared to control 12 h, mainly originating from the “immune” and “neurons3” clusters (right panels). (**B**) Cell-state prediction of the “immune” (upper panel) and “neurons3” (lower panel) clusters of control (12 h, 36 h and 72 h) and SE (6 h, 12 h, 24 h, 36 h and 72 h). (**C**) Proportion of individual cell clusters belonging to six selected BHC clusters. TFEA depicts predictive TFs regulators for each cluster for “Immune” population (upper panel) and “Neurons3” (lower panel). n-numbers indicate the numbers of genes associated with each TF. (**D**) Graphical summary of the IPA analysis of the “Immune” and Neurons3″ populations. The graphical summaries were generated using the QIAGEN IPA software v01-22-01 (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA).

Next, in order to correlate the highest variations in specific cell types (“Neurons3” and “immune”) with mRNA temporal dependency, the resulting cell type populations were combined with our BHC algorithm to determine the individual contribution of each cell-type to the different temporal clusters, (Fig. S4A). Among our six selected clusters (Fig. 3A), the immune-related clusters (the “Ccl2”, “Gfap” and “Aif” clusters; Fig. 3B) were largely driven by an increased ratio of “immune” cell types (Fig. 4C; upper panel). In contrast, the “Egr2”, “Hap1” and “Hes5 clusters” possessed a mixture of cell type populations (Fig. 4C, lower panel). To identify TFs that regulate these subgroups of genes, additional TFEA analysis was performed. By grouping genes with similar expression changes over time, genes that are likely to be co-regulated by the same TFs can be identified^42^. Interestingly, the “Immune” population is strongly influenced by specific TFs that regulate individual clusters with distinct time-dependent patterns. Indeed, the transcription factor PU.1 (*Spi1*) was found to be enriched in all three immune-related clusters. In addition, two members of the Runt-related transcription factor family (i.e. *Runx1* and *Runx2*), were also highly enriched in all three clusters (Fig. 4C; left panel). On the other hand, the “Egr2”, “Hap1” and “Hes5” clusters showed a strong association with the Suppressor of Zeste 12 Protein Homolog (*Suz12*) and Neuron Restrictive Silencer Factor (*Rest*) TFs (Fig. 4C; right panel).

As a next step, we used Ingenuity Pathway Analysis (IPA) Upstream Regulator Analysis to identify the upstream molecules that may be responsible for gene expression changes observed in each of our populations. In the case of the “non-neuronal” populations, regulators like tumour necrosis factor (*Tnf)*, transforming growth factor-beta (*Tgf-β1),* cAMP responsive element binding protein 1 (*Creb1*), *IL-1β, Ifn-γ, and IL-6* highly overlap with the DEGs of all these cell populations (Fig. S4B; Left panels). In fact, these regulators are presented among the most significant entities in the graphical IPA summary of the "Immune" population (Fig. 4D). Here, strong interactions between these molecules and their predicted roles in the activation of major biological themes as “Neuroinflammation signalling pathway” and “Differentiation of macrophages” are evident. Conversely, in the “neurons3” population, predicted inhibition on the “Development of neurons” and “transport of molecules” seems to be orchestrated by the activation of *Rest* and the inhibition of Nuclear Factor Erythroid 2-Related Factor 2 (*Nfe2l2)* and Peroxisome Proliferator-Activated Receptor Gamma Coactivator 1-Alpha (*Ppargc1a)* (Fig. 4D). This is further reflected in the Upstream Regulator Analysis of other neuronal populations with high overlap of *Rest* and *Nfe2l2* (“neurons1” and “neurons4”) (Fig S4B; Right panels). Interestingly, we observe overlap of *Creb1* with the genes within several populations (“Oligo”, “Astrocytes, “immune”, “Neurons1”, “Neurons2” and Neurons4”) in a predicted activated state (Fig. S4B). These analyses have uncovered novel immune-related epileptogenesis-associated TFs, as well as TFs involved in the regulation of channelopathies in the hippocampal CA1 region early after pilocarpine-induced SE.

## Discussion

Despite its transient nature, SE represents a fundamental insult to the affected brain structures. SE is immediately detrimental and induces long-term neuronal network reorganization that predisposes to chronic seizures. An in-depth understanding of the key transcriptional signalling cascades directly triggered by SE may therefore provide new insights into the pathomechanisms that initiate epileptogenic processes.

While the functional annotation of the downregulated genes early after SE in CA1 (12 h) suggests alterations in non-cell-type-specific processes such as “chromosome organization”, “intracellular transport”, and “protein ubiquitination”, two major sets of transcript clusters represent substrates of induced (a) innate inflammation and (b) complex shifts in neuronal excitation. Both clusters appear to be regulated by distinct sets of only a few TFs. Our overall non-cell-type-specific TF analysis revealed a rather limited number of relevant TFs, including components of the Nfkb pathway (e.g. *Nfkb1*, *Rel* and *Rela*) and several IEGs (e.g. *Jun, Fos, Egr1, Egr2, Npas4* and *Arc*), to play a key role in organizing gene expression modules at the earliest stages post-SE (Fig. 5).

**Figure 5:**
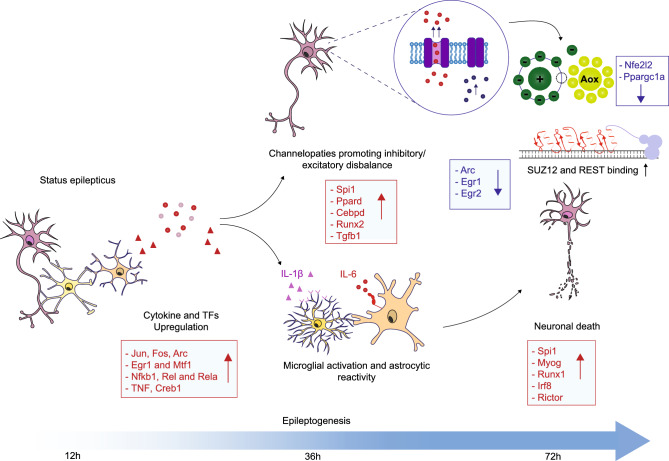
Status epilepticus promotes epileptogenesis and is associated with altered expression of distinct transcription factors. Main Transcription factors (TFs) altered during the epileptogenic process. These TFs are involved in inflammatory signalling cascades mediated by microglial activation, reactive astrocytes and ion channel signalling.

### Inflammatory clusters

Previous transcriptomic studies on post-SE models have reported alterations mainly related to immune and inflammatory responses^3,43–45^. In fact, the involvement of the MAPK and ERK signaling pathways in the epileptogenic process early after SE has been reported previously^45,46^. These findings are in line with our results, as we noted a gradual decrease in time on the activation of these signalling pathways. In contrast, two other main processes, i.e. “interleukin 1β production” and “interleukin 6 production”, both involved in the activation of the microglial-astrocyte axis in epileptogenesis^47^ were augmented during the early phase after SE. Furthermore, also expression of the key microglial markers *Aif-1* and *Tmem-119*^48^ was gradually increased over time.

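Tmem119 (ENSMUSG00000054675.6, chromosome 5 of GRCm39 from 113931781 to 113938577) had 24.5 ± 2.55 CPM (SD, n = 3) in Ctr 12 h and 6.41 ± 4.52 in SE 12 h, a log2FC of -1.90 (s.e. 0.43). At 36 h it was at 28.4 ± 1.62 CPM in controls and 43.0 ± 8.11 after SE (log2FC 0.60, s.e. 0.41), and at 72 h at 22.1 ± 9.86 and 86.9 ± 25.1 (log2FC 2.05, s.e. 0.44). The adjusted p values of Tmem119 were 0.00184, 0.29 and 0.00154 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its SE effect rose by 3.95 from 12 to 72 h (s.e. 0.61, adjusted p = 0.000267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase at 72 h was lost with the range of the label numbers as a factor (1.76). Against the mean of the 3 control groups, Tmem119 had a log2FC of -2.75 (s.e. 0.43) and Aif1 one of -1.13 (s.e. 0.30) at 6 h after SE, with adjusted p values of 4.81e-05 and 0.00591 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aif1 was at 2.16 ± 0.97 CPM in SE 12 h, 6.60 ± 1.30 in SE 24 h, 9.72 ± 3.53 in SE 36 h and 29.9 ± 6.46 in SE 72 h, against 4.01 ± 0.85, 5.15 ± 0.91 and 5.75 ± 1.91 in Ctr 12, 36 and 72 h.

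**Figure D2:**
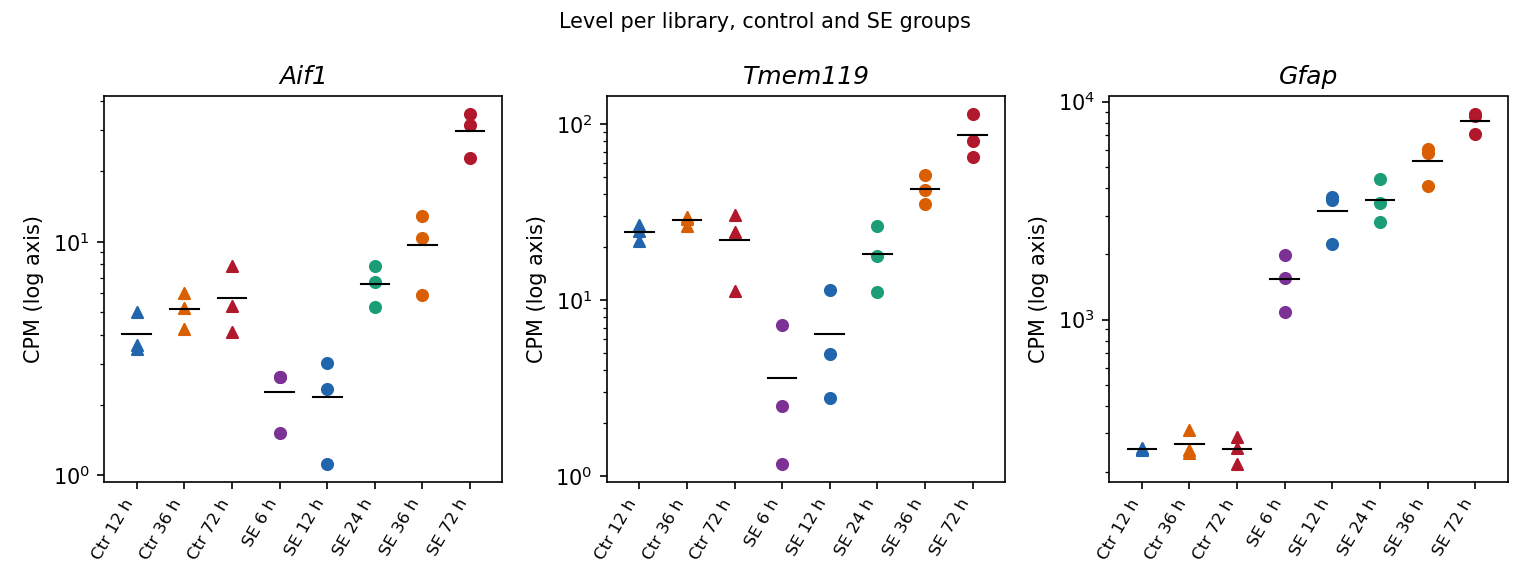
CPM of Aif1, Tmem119 and Gfap in each of the 24 libraries on a log axis, by time, with triangles for controls, circles for SE and a black line at the mean of each group of 3. Tmem119 lies between 2.78 and 11.5 CPM in the SE 12 h libraries and between 65.4 and 114 CPM in the SE 72 h libraries.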

To date, it is still controversial whether activation of microglia after an acute stimulus, such as pilocarpine-induced SE, has neuroprotective effects^49–53^ or contributes to neuroinflammation^54–59^. Previous studies, describe the role of Ifn-γ, Tnf, IL-1β and IL-6 as master regulators of microglia immunomodulation in early epileptogenesis^60,61^, and as known activators of the “M1” polarization state^62^. M1 polarization is mainly associated with pro-inflammatory effects, whereas M2 activation seems to be related to neuroprotective cascades of microglia^63,64^. Our IPA analysis showed association with the TREM1 signalling pathway; a key pathway in inflammatory processes^65,66^ and known to enhance neuroinflammation by modulating microglia polarization^65^. The potent M1 polarization at these early stages after SE suggests a predominant pro-inflammatory microenvironment predisposing the progression of epileptogenesis. Intriguingly, our denoted “Gfap” and “Aif1” clusters showed enrichment of several innate immune processes, including “pyropoptotic processes”, “inflammasome complexes”, and “complement receptor activity”. These processes are also related to M1 microglial polarization and astrocytic reactivity^67,68^. These findings are in line with other studies suggesting that initially activated microglia can be responsible for the induction of epileptogenic reactive astrocytes^54,69^. In addition, a recent study showed that the complement C3-C3aR pathway mediates interaction between microglia and astrocytes after SE^70^. 

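C3ar1 (ENSMUSG00000040552.9, chromosome 6 of GRCm39 from 122823393 to 122833122), the gene of the C3a receptor, had 2.38 ± 0.89 CPM (SD, n = 3) in Ctr 12 h and 27.5 ± 4.69 in SE 12 h. After SE, it was at 17.7 ± 2.24 CPM at 6 h, 46.8 ± 4.61 at 24 h, 54.0 ± 6.89 at 36 h and 55.0 ± 12.7 at 72 h. Its log2FC was 3.57 (s.e. 0.31) at 12 h, 4.73 (s.e. 0.32) at 36 h and 4.17 (s.e. 0.33) at 72 h, with adjusted p values of 7.89e-08, 1.8e-09 and 1.83e-08 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The SE effect on C3ar1 did not differ past the threshold between 12 and 36 h or between 12 and 72 h (adjusted p = 0.126 and 0.35, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C3 was at 2.40 ± 1.59 CPM in SE 12 h, 2.22 ± 0.78 in SE 36 h and between 10.6 and 32.5 CPM in the SE 72 h libraries, against 0.85 CPM at most in any control library of the 3 time points. From 36 to 72 h after SE, C3 rose by a log2FC of 3.14 (s.e. 0.68, adjusted p = 0.00593, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).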

In our study, C3 and C3aR are also strongly upregulated mainly 36 and 72 h after SE and cluster together within the “Gfap” cluster, suggesting an astrocytic activation derived from the C3-C3aR pathway in the pilocarpine-SE model.

These results imply that the time-dependent activation and inactivation of genes that enrich immunological cascades in the early phases of epileptogenesis stimulate processes such as microglial activation. Moreover, our study highlights the role of microglia and particularly, the key role of the astrocytic-microglial axis in epileptogenesis and its transition into a pro-inflammatory phenotype.

### TFs controlling inflammatory clusters

Our TF analysis after deconvolution and IPA analysis revealed that the TFs *Spi1, Irf8, Cebpb* (CCAAT/enhancer binding protein beta)*, Ppard* (peroxisome proliferator activator receptor delta)*,* and two members of the *Runx* family (i.e. *Runx1* and *Runx2*) correlated strongly with alterations in immune processes. *Spi1* is critical for microglial survival, but also plays a key role in the development of macrophages, neutrophils, and T and B cells^71,72^. In addition, it has been reported to work in concert with *Irf8* to activate microglia^73^. These data suggest that a very small set of TFs induces distinct inflammatory cascades and is associated with the activation of mainly reactive glia-mediated immune mechanisms shortly after SE. At the cellular level, innate inflammatory astroglia and microglia, rather than adaptive immune cells constitute the major early cellular infiltrates in CA1 affected by an epileptogenic brain insult. Clearly, microglial and astroglial infiltrates created a persistent immune stress environment in the affected CA1, and as the disease progresses further, induced neuronal plasticity becomes more important; the transcriptional profiles recapitulate the transition from early, more general metabolic and immune cellular processes to altered neuronal mRNA signatures, showing the switch from the initial insult, affecting non-cell type-specific processes to direct epileptogenic effector alterations of individual neuronal populations. The integration of these processes and transcription factors point to the hypothesis that a limited number of upstream regulators, for example Creb1, might orchestrate the transcriptomic alterations of neuronal and non-neuronal populations.

### Excitability clusters

This interpretation is based on the finding that 72 h after SE, primarily neuron-associated gene sets (including “neuronal differentiation” and “synaptic signalling”) were observed to be altered. The most strongly affected neuronal populations are clustered within the “Hap1” and “Hes5” clusters. Alterations were found at multiple levels, including changes in potassium ion transport, G protein-coupled peptide receptor activity, hedgehog signalling, and calmodulin-dependent protein kinase activity, confirming the contribution of these cascades in the process of epileptogenesis^74–78^. Moreover, the functional annotation of the “Hap1” cluster to GABA and glutamate receptors may imply a more general imbalance in inhibitory and excitatory synaptic transmission. These results imply that changes at the transcriptional level promote mechanisms that dysregulate genes associated with excitability, and thus promote channelopathies even in this early stage of epileptogenesis. These early changes in ion channel gene expression are also visible in the single-gene expression data for several ion channels; including the ion channels Gabra5, Chrna3, Chrm2/m3 and Kcnip2.

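Gabra5 (ENSMUSG00000055078.8) had a log2FC of -1.19 (s.e. 0.25) at 12 h, -1.36 (s.e. 0.25) at 36 h and -0.80 (s.e. 0.26) at 72 h. Without Ctr 12 h replicate 3, the change at 12 h was -0.72. Its call at 72 h was lost without Ctr 72 h replicate 2 (-0.79), SE 72 h replicate 1 (-0.59) or SE 72 h replicate 2 (-0.78), and the change took the other sign, at 0.02, with the range of the label numbers as a factor. Chrna3 (ENSMUSG00000032303.9) was called at 36 h only, with a log2FC of -2.15 (s.e. 0.64), at 3.09 ± 0.17 CPM (SD, n = 3) in controls and 0.69 ± 0.25 after SE. Without SE 36 h replicate 2, it was not called (-1.96), and at 12 h it was called without SE 12 h replicate 1 (-1.90) and was -0.66 without SE 12 h replicate 2. Chrm2 (ENSMUSG00000045613.10) fell by 1.75 on the log2 scale at 12 h, 0.91 at 36 h and 0.90 at 72 h. The last 2 changes were lost without the RUVr factor (-0.89 and -1.04), with scaling by library total (-0.79 and -0.84) and in 4 of the 6 fits that each left out 1 library, with log2FC from -1.23 to -0.73 at 36 h and from -1.16 to -0.50 at 72 h. That at 72 h was also lost under limma-voom (-0.92) and with the range of the label numbers as a factor (-0.59). Chrm3 (ENSMUSG00000046159.17) was called at 36 h only (-1.19, s.e. 0.33), a call lost without SE 36 h replicate 3 (-1.05). At 12 h, Chrm3 was called under limma-voom (-0.92), with the range of the label numbers (-1.05) or the replicate number (-0.83) as a factor, and without Ctr 12 h replicate 1 (-0.96) or SE 12 h replicate 3 (-1.27), and it was -0.41 without Ctr 12 h replicate 3. At 72 h it was called under DESeq2 (-0.83) and with the replicate number as a factor (-0.85), and was -0.51 without SE 72 h replicate 1. Kcnip2 (ENSMUSG00000025221.17) had a log2FC of -1.21 (s.e. 0.42) at 12 h, -2.61 (s.e. 0.45) at 36 h and -1.10 (s.e. 0.43) at 72 h. The Kcnip2 call at 12 h was lost without Ctr 12 h replicate 3 (-0.67), SE 12 h replicate 1 (-1.05) or SE 12 h replicate 3 (-0.86), and in a fit of the compared groups only (-1.17), and the change was -1.94 without SE 12 h replicate 2. At 72 h, Kcnip2 was called only with the compared groups (-1.08), and was -0.60 with the range of the label numbers as a factor. At 36 h, the adjusted p values were 0.000369 for Gabra5, 0.0132 for Chrna3, 0.0314 for Chrm2, 0.00957 for Chrm3 and 0.000153 for Kcnip2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).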

### TFs controlling excitability clusters

Augmentation of IEG expression strongly correlates with neuronal activity^79^. After an initial prominent increase in expression of the IEGs promoting aberrant ion channel gene expression, most IEGs return back to basal expression levels within 72 h. 

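The 6 immediate early genes Jun, Fos, Egr1, Egr2, Npas4 and Arc had a median log2FC of 3.03 at 12 h, 0.62 at 36 h and -1.18 at 72 h. All 6 were upregulated DEGs at 12 h, adjusted over the list alone and over all genes, and 1 was at 36 h. At 72 h, 5 of the 6 lay below the controls, and 1, Arc, was a downregulated DEG over all genes and none over the list alone. Camera gave adjusted p values of 0.00179, 0.516 and 0.116, and fry made the same calls. At 72 h, camera called the list as lower without Ctr 72 h replicate 2 (median -1.44) and without SE 72 h replicate 3 (-1.78). Fos (ENSMUSG00000021250.14) was at 17.0 ± 5.32 CPM (SD, n = 3) in Ctr 12 h, 34.1 ± 11.2 in Ctr 36 h and 53.9 ± 16.7 in Ctr 72 h, and at 38.4 ± 17.0 in SE 72 h. Its log2FC fell from 3.33 (s.e. 0.65) at 12 h to 0.88 at 36 h and -0.47 at 72 h, where it lay between -0.89, without SE 72 h replicate 3, and -0.25, without Ctr 72 h replicate 1. Arc (ENSMUSG00000022602.15) had a log2FC of 3.24 (s.e. 0.56) at 12 h, 0.36 at 36 h and -1.53 (s.e. 0.53) at 72 h, with adjusted p values of 0.000147, 0.635 and 0.0353 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Arc call at 72 h was lost without Ctr 72 h replicate 1 (-1.15), SE 72 h replicate 1 (-1.18) or SE 72 h replicate 2 (-1.41), and with the range of the label numbers as a factor (-1.89). Npas4 (ENSMUSG00000045903.10) had a log2FC of 2.82 (s.e. 0.83) at 12 h, lost without SE 12 h replicate 3 (2.15) and with that factor (1.71). At 72 h, it had -2.01 (s.e. 0.84), called without Ctr 72 h replicate 2 (-2.31), with the replicate number as a factor (-2.28) and with the compared groups only (-2.02), which also called Fos at 36 h (0.86). At 36 h, the log2FC of Npas4 was -0.25 and turned to 0.31 without Ctr 36 h replicate 1. The change of the SE effect from 12 to 72 h passed for Fos, Egr1, Npas4 and Arc (adjusted p = 0.00476, 0.00836, 0.00674 and 0.00031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

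**Figure D3:**
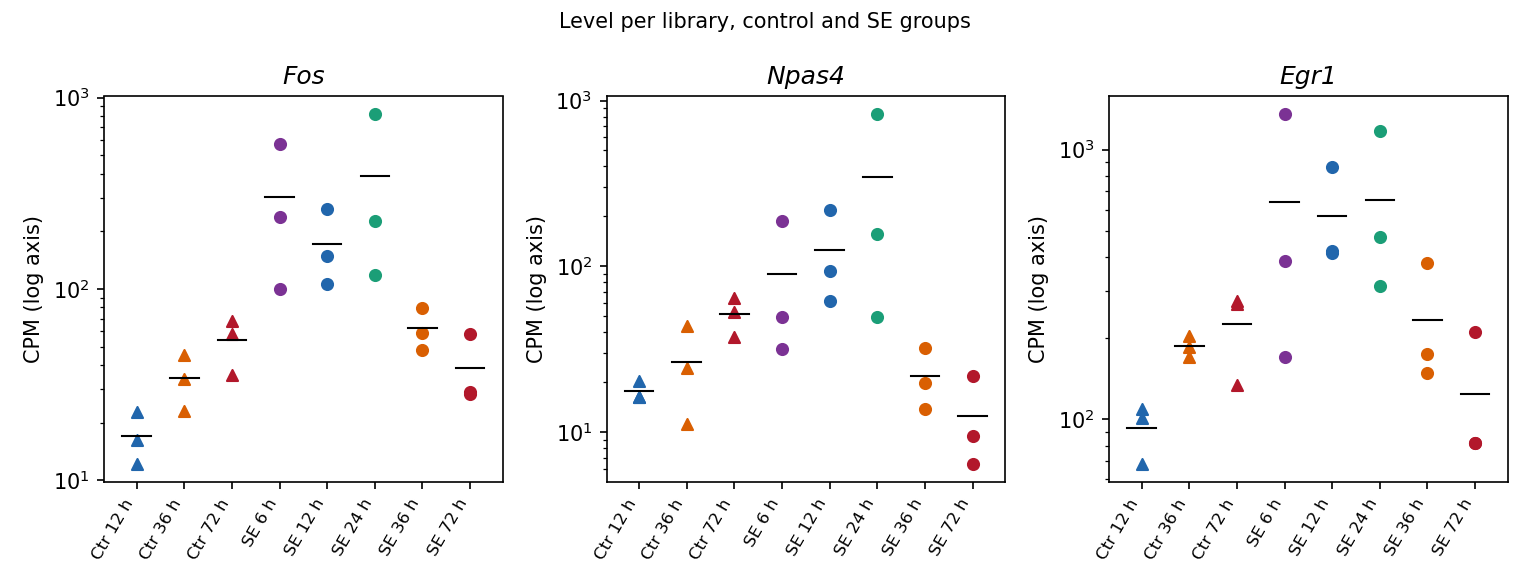
CPM of Fos, Npas4 and Egr1 in each of the 24 libraries on a log axis, by time, with triangles for controls, circles for SE and a black line at the mean of each group of 3. For Fos, the SE 12 h libraries lie between 106 and 261 CPM and the Ctr 12 h libraries between 12.1 and 22.7 CPM.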

The transcriptional repressors *Suz12* and *Rest* were related to the genes showing a downregulation early after pilocarpine-induced SE and were strongly associated with hyperexcitability and GABA/glutamate receptor activity. Both TFs are master regulators of gene silencing, and both have been reported to be differentially expressed in the early phases of epileptogenesis in other animal models^80,81^. 

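Rest (ENSMUSG00000029249.16, chromosome 5 of GRCm39 from 77408131 to 77434284), the gene of a transcriptional repressor of neuronal genes, had 5.31 ± 1.03 CPM (SD, n = 3) in Ctr 12 h and 21.6 ± 1.68 in SE 12 h. Its log2FC was 2.02 (s.e. 0.21) at 12 h, 1.68 (s.e. 0.21) at 36 h and 1.28 (s.e. 0.23) at 72 h, with adjusted p values of 8.18e-07, 6.1e-06 and 0.000355 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the mean of the 3 control groups, the log2FC of Rest was 1.87 (s.e. 0.16) at 6 h and at 24 h. The SE effect was not shown to differ between 12 h and 36 h or between 12 h and 72 h (adjusted p = 0.549 and 0.0958, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 72 h, the log2FC of Rest lay between 0.80, without Ctr 72 h replicate 2, and 1.65, without Ctr 72 h replicate 1.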

Our results revealed a strong augmentation of *Rest* mRNA levels mainly 12 h after SE. For *Suz12*, less variation in mRNA expression was detected early after pilocarpine-induced SE. However, prolonged TF enrichment of the downregulated genes associated with *Suz12* was observed, implying a complex interaction between *Suz12* and its target genes. These findings reveal a complex interaction between different pathways and TFs that promote aberrant neuronal development and communication. Moreover, our IPA analysis showed that several neurodegenerative and hyperexcitable processes are predicted to be driven by *Nfel2l2* and *Ppargc1a*. 

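Suz12 (ENSMUSG00000017548.16, chromosome 11 of GRCm39 from 79883891 to 79925421) had group means from 44.9 to 55.3 CPM over the 8 groups. Its log2FC was 0.19 (s.e. 0.10) at 12 h, 0.07 (s.e. 0.10) at 36 h and 0.12 (s.e. 0.10) at 72 h, with adjusted p values of 0.148, 0.611 and 0.408 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 36 h, the log2FC was -0.01 without SE 36 h replicate 1. No alternative called it at any of these time points.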

Nfel2l2 is a transcription factor that regulates the expression of antioxidant genes like Ppargc1a^82^. Therefore, these genes are involved in orchestrating the cellular response to oxidative stress^83^. Targeted delivery of antioxidant genes demonstrate the potential to ameliorate other diseases characterized by oxidative stress-induced cell degradation^84^, indicating the potential neuroprotective effects of *Nfel2l2* and *Ppargc1a* in the process of epileptogenesis*.*

Our findings demonstrate vast transcriptomic changes that occur in early epileptogenesis in a complex network of altered transcription factors and pathways. We clearly identify the responsible TFs and TF-dependent transcriptional signatures that mediate the processes at the earliest stages after SE and provide targets for future therapeutically intervention to halt epileptogenesis. Furthermore, our results point to possible interventions on upstream regulators (i.e. *Tnf, Creb1, IL-1β, Ifn-γ, IL-6, Nfel2l2,* and *Rest*) that are involved in multiple pathogenic processes across different cell populations. Nevertheless, we point out to the complexity of simultaneous processes in early epileptogenesis. On the one hand, promoting neuroinflammation, where we have found new possible therapeutic targets associated with the astrocytic-microglia axis including the Nfkb and Trem1 signalling pathway, as well as the multiple cytokines involved in neuroinflammation (Tnf, IL-1β, Ifn-γ and IL-6). On the other hand, transcription factors associated with hyperexcitability (Rest, Gata2 and Suz12) as well as genes associated with the reduction of oxidative stress (Ppargc1a and Nfel2l2).

### Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

The RNA-seq datasets generated and analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, with the GEO accession number GSE241219.

## Abbreviations

BHC: Bayesian hierarchical clustering
DEG: Differentially expressed gene
ERK: Extracellular signal-regulated kinases
GO: Gene ontology
IEG: Immediate early genes
IRF8: Interferon regulatory factor 8
KEGG: Kyoto encyclopedia of genes and genomes
MAPK: Mitogen-activated protein kinases
NFKB1: Nuclear factor kappa B subunit 1
PCA: Principal component analysis
REST: Neuron restrictive silencer factor
RUNX: Runt-related transcription factor
SE: Status epilepticus
SPI1: Transcription factor PU.1
STRING: Search tool for the retrieval of interacting genes/proteins
SUZ12: Suppressor of Zeste 12 protein homolog
TFEA: Transcription factor enrichment analysis
TLE: Temporal lobe epilepsy

How the deposited data were processed for this re-analysis (not part of the article)

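RNA of hippocampal CA1 was sequenced in 24 libraries, 3 for each of 5 time points after SE and 3 for each of 3 control groups. The values are counts per gene, which the authors made with trimgalore, STAR on GRCm39 with GENCODE M26 and htseq-count without regard to strand, with lanes merged, and deposited as whole numbers without normalization. Because counting ignored the strand, genes that overlap another gene on the opposite strand are uncertain, as are near-identical copies. Of the genes in the deposited table, 18552 were matched to symbols and positions in the annotation and 95 were not.

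R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and statmod 1.5.0. Counts were normalized with TMM, filtered with filterByExpr over the 8 groups (18153 genes) and fitted with a term per group and 1 RUVr factor over all 24 libraries. Comparisons were SE against control at 12, 36 and 72 h, consecutive SE time points, pairs of control groups, SE 6 h and SE 24 h against the mean of the 3 control groups, and the difference of the SE effect between time points. Each gene was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p of at most 0.05 with an absolute log2FC of at least 0.66, or 1 between SE time points. Principal components were computed from log2 CPM with a prior count of 2. Lists were tested with camera at an inter-gene correlation of 0.01, if at least 4 of their genes were tested, and with fry. The lists were microglia, astrocytes, oligodendrocytes, vascular cells, neurons, interneurons, CA1 and CA3 pyramidal cells, dentate granule cells, choroid plexus, blood cells, infiltrating leukocytes, sex, clock output, clock antiphase, immediate early genes, cytokines and receptors, MAPK feedback, interferon response, IL-1 and IL-6, GABA and glutamate receptors, and potassium channels. These lists, the comparisons, the thresholds and the alternatives not said to be added were set before the data were examined. Added after values had been seen were 2 lists of sensory ganglion genes and 1 of reactive microglia.

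Library totals ranged from 2663936 to 30133731 counts, and 11913 genes had at least 10 counts in every library. On simulated data with 200 changed genes at a log2FC of 1.5, 154 were recovered (77%) and 12 of 17663 genes were called in error, so with 3 libraries per group a missing call does not exclude a change of that size. Genes named in the text are those the paper's text names, the genes of Fig. 1D or of a list where the text is about them, and for each comparison of SE with control the 5 largest increases and the 5 largest decreases among DEGs with a mean log2 CPM of at least 1 and all 3 SE libraries on one side of the 3 controls. Folds against groups with no library above 3 counts were computed against 3 counts.

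Alternatives were no RUVr factor, DESeq2, limma-voom, the consensus of these with edgeR, DESeq2's size factors, library size only, other filters on low counts, other thresholds, a fit of the compared groups only, the range of the label numbers as a factor, the replicate number as a factor, and the omission of each library in turn. Ranges over these omissions cover the libraries of the groups compared, those of all 12, 36 and 72 h groups for overlaps and list counts, and all 24 for principal components. Added later were a sensory ganglion score in place of the RUVr factor, counts thinned to the smallest library, and 3 combinations of the above. Enrichment of GO terms, KEGG pathways and transcription factor sites, Bayesian clustering, deconvolution and upstream regulator analysis were not repeated. The single cell reference was not used here. Some single genes of the lists are not reported here.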

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

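The comparisons of this part were set before any result was seen, and the tests of contamination, depth and microglial share named in it were chosen after the results were seen.

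The effect of SE differed between time points, by a test of the difference itself, in 688 genes between 12 and 36 h, 970 between 36 and 72 h and 4023 between 12 and 72 h. When the SE and control libraries of the 2 time points were regrouped, in the real grouping and 59 others drawn at random from the possible ones, with fits of the compared libraries without the RUVr factor, 1 of 60 groupings gave as many genes as the real one for 12 and 36 h (653 genes, next highest 599), 2 of 60 for 36 and 72 h (427 genes, highest other 954) and 5 of 60 for 12 and 72 h (1612 genes, highest other 2191). For 12 and 72 h, the number alone could therefore also come from other groupings of these libraries. With the thinned counts, the numbers were 48, 68 and 570, so depth sets how many genes pass. For the differences that involve 72 h, a biological change with time remains open beside a difference between label ranges. At 72 h, no range holds both SE and control libraries. At 12 h, only SE 12 h replicate 1 and Ctr 12 h replicate 3 share a range, so that time point is nearly as limited. At 36 h, SE 36 h replicates 1 and 2 share a range with all controls of 36 h. Between 12 and 36 h, SE and control could therefore be compared within a range in part, and a part from label ranges is not excluded.

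For Arc, the SE effect at 72 h lay below that at 12 h by a log2FC difference of -4.773 (adjusted p = 0.00031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference between time points. Arc was at 101 CPM in Ctr 12 h and at 244 CPM in Ctr 72 h, so a rise in the controls makes up a part of this difference. RNA of another tissue in Ctr 72 h replicate 2 was tested as a cause of higher immediate early genes in Ctr 72 h than in Ctr 12 h, and without that library their median log2FC was 1.65, against 1.41 with it, which speaks against it. Handling and time in the cage were not tested.

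For Tmem119, the SE effect rose by 3.95 from 12 to 72 h (adjusted p = 0.000267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference between time points with opposite directions. A lower share of microglial RNA at 12 h would lower all microglial genes alike. Of the 10 genes of the microglia list beside Tmem119 and Aif1 (-0.86), 8 lay above Tmem119 by more than 2 standard errors, among them C1qa (0.53), C1qb (1.07) and Itgam (0.25), while P2ry12 (-3.69) and Siglech (-1.64) did not, which speaks against a lower share as the whole cause. A change in expression within microglia may remain, and single cells were not analysed here.

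Data of SE 6 h and SE 24 h have no controls of their own, and the paper gives numbers of DEGs for them only against other SE groups. Against the mean of the 3 control groups, 3998 genes at 6 h (2872 up, 1126 down) and 4396 at 24 h (2719 up, 1677 down) were called. Of the real grouping of the same libraries and 99 drawn at random, 1 of 100 gave as many genes in both cases (2972 and 3365 genes without the RUVr factor, highest other 1347 and 1309), which speaks against a grouping by chance. Both comparisons share the 9 control libraries, and 2270 genes were called in both. Their log2FC had a Pearson r of 0.735 over all genes, against a mean of 0.271 (highest 0.297) from the shared controls alone in 20 simulated data sets without a change. The simulated data were fitted without the RUVr factor and held no outlying library. They may therefore understate the r that the shared controls give. Between control groups of different times, 0, 357 and 187 DEGs were called, and at most 1508 with 1 library left out. This argues against time of sampling as the whole cause, for the times the controls cover. A part from time of sampling stays open, since no control was sampled at 6 or 24 h. The SE 24 h libraries share no range of label numbers with any control. At 24 h, a difference between label ranges therefore stays open as well. SE 6 h replicates 1 and 2 share a range with a part of the controls, and replicate 3 with none. At 6 h, a part from label ranges is thus not excluded.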

How the results depend on the processing

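The alternatives named as added here, the thinned counts, the sensory ganglion score and the 3 combinations, were chosen after results were seen. Scaling with DESeq2's size factors or with library size only, and no filter on low counts, moved no total by over 1.5 times, though with library size only the genes lower in Ctr 72 h than in Ctr 36 h went from 230 to 144. The cause was not tested for any change below unless given.

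Numbers of replicates do not pair the libraries, since the deviations of same-numbered libraries correlated from -0.348 to 0.399 (median -0.00281 over 84 pairs). With the number as a replicate block, there were 4565, 3929 and 3514 DEGs at 12, 36 and 72 h, and no count moved by over 1.5 times.

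A log2FC threshold of 1 (0.66 between SE time points) gave 2924 DEGs at 12 h, 455 between SE 6 and 12 h, 996 between 12 and 24 h, 1247 between 36 and 72 h, 213 between Ctr 36 and 72 h, 2583 at 6 h and 2924 at 24 h against pooled controls. At all 3 time points, 713 were shared, 1325 at 12 h only, 725 at 12 and 36 h and 161 at 12 and 72 h. Combined with the consensus, it gave 2638, 2508 and 1868 DEGs, 548 shared, 1282 at 12 h only, 679 at 72 h only, 720 at 12 and 36 h and 88 at 12 and 72 h. Without the RUVr factor, it gave 2627, 2471 and 2008, with 601, 1238, 760, 681 and 107 in the same order. Where the threshold was raised to 1, the stricter threshold itself lowers the counts, and where it was lowered to 0.66, it raises them. The combinations also change the method, so their counts do not come from the threshold alone.

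Thinned counts, where fewer reads lower every count, gave 2019, 1644 and 984 DEGs, 80, 125, 10 and 156 between consecutive SE time points, 0 between Ctr 36 and 72 h and 4 between Ctr 12 and 72 h. Against pooled controls they gave 1646 at 6 h and 2059 at 24 h, and for the difference of SE effects 48, 68 and 570. At p under 0.01 there were 2468, 2127 and 1569 genes. Shared were 343 at all 3 time points, with 1127, 567 and 350 at 1 time point only, 496 at 12 and 36 h, 238 at 36 and 72 h and 53 at 12 and 72 h.

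Genes with at least 10 counts in every library, a filter that tests fewer genes, gave 2494 DEGs at 36 h, 1897 at 72 h, 258, 61 and 400 between SE 12 and 24, 24 and 36, and 36 and 72 h, 220 and 90 between Ctr 72 h and Ctr 36 or 12 h, and 2192 and 2503 at 6 and 24 h against pooled controls. Overlaps were 678 at all 3, 527 at 36 h only, 601 at 72 h only, 444 at 36 and 72 h and 174 at 12 and 72 h. An adjusted p of at most 0.01 gave 68, 218, 19 and 365 between consecutive SE time points, 7 and 9 between Ctr 72 h and Ctr 36 or 12 h, 99, 200 and 1809 for the differences of SE effects and 139 at 12 and 72 h. For the genes at p under 0.01 at 72 h, adjustment gave 2924, and the added consensus with adjustment 2117.

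Without the RUVr factor, there were 148 DEGs between SE 6 and 12 h, 19 between 24 and 36 h, 42 and 10 between Ctr 72 h and Ctr 36 or 12 h, and 312 and 410 genes whose SE effect differs between 12 and 36 h and between 36 and 72 h. Limma-voom gave 409 between SE 6 and 12 h, 8 and 1 between Ctr 72 h and Ctr 36 or 12 h, and 523 for the difference between 36 and 72 h. DESeq2 gave 293 between SE 24 and 36 h, 8, 542 and 408 between control groups, and 1412 and 1464 for the first 2 differences. The consensus gave 7 and 1 between Ctr 72 h and Ctr 36 or 12 h, 507 for the difference between 36 and 72 h and 182 at 12 and 72 h. A fit of the compared groups only gave 72, 98 and 37 for the first 3 SE steps, 179, 1014 and 3 between control groups, 1095 for the difference between 12 and 36 h, 1356 at 36 h only, 803 at 72 h only and 168 at 12 and 72 h.

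With the range of the label numbers as a factor, there were 35 DEGs between SE 24 and 36 h, 221 between Ctr 36 and 72 h, 464 genes whose SE effect differs between 36 and 72 h, 3043 at p under 0.01 at 72 h, 736 at all 3 time points and 160 at 12 and 72 h. Reversed under it were Egr1 at 36 h (-0.27), Egr1 from SE 12 to 24 h (-0.21) and Gabra5 at 72 h (0.0203). The added sensory ganglion score gave 48 DEGs between SE 24 and 36 h, 0 between Ctr 72 h and either other control group, and 524 for the difference between 36 and 72 h, and reversed the median of the microglia list at 12 h (0.0667).

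PC1 and PC2 held 26.9% and 17.2% with a prior count of 0.5, 33.1% and 15.5% with the RUVr factor removed, 32.7% and 14.7% with the added ganglion score removed, 47% and 23% with the 500 most variable genes, and 24.6% and 15.4% with genes scaled. Across the fits that each left out 1 library, they held 28.1 to 32.7% and 15.7 to 17.6%.

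Across the fits that each left out 1 library of the groups compared, DEGs ranged from 3848 to 4779 at 12 h, 3274 to 3668 at 36 h and 3080 to 3777 at 72 h, and between consecutive SE time points from 73 to 295, 384 to 667, 15 to 155 and 366 to 797. Between control groups they ranged from 0 to 0, 0 to 1508 and 0 to 1202, and against pooled controls from 3393 to 4259 at 6 h and 3493 to 4635 at 24 h. Differences of SE effects ranged from 208 to 1145, 456 to 1929 and 3287 to 4382, and genes at p under 0.01 from 5101 to 5965, 4197 to 4601 and 3973 to 4611. Over the 18 libraries at 12, 36 and 72 h, overlaps ranged from 984 to 1134 (all 3), 1528 to 2254, 612 to 1013 and 919 to 1692 (1 time point only), 964 to 1303, 680 to 913 and 243 to 362. Of the list tests, 28 passed, 26 to 31 with 1 library left out.

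Reversed in a part of the fits that each left out 1 library were Egr1 at 36 h (-0.21 to 0.60, lowest without SE 36 h replicate 3) and from SE 12 to 24 h (-0.51 to 0.66, lowest without SE 24 h replicate 3), Suz12 at 36 h (-0.00862 to 0.14, lowest without SE 36 h replicate 1) and Npas4 at 36 h (-0.65 to 0.31, highest without Ctr 36 h replicate 1). Among list medians, these were microglia at 12 h (-0.16 to 0.0167, above 0 without SE 12 h replicate 1 or 2), oligodendrocytes at 12 h (-0.488 to 0.14, above 0 without Ctr 12 h replicate 1 or SE 12 h replicate 2) and at 36 h (-0.0631 to 0.269, lowest without SE 36 h replicate 3), MAPK feedback at 72 h (-0.0283 to 0.403, lowest without SE 72 h replicate 3) and potassium channels at 12 h (-0.342 to 0.0283, highest without Ctr 12 h replicate 2). Of 684 such fits of named genes, 620 kept direction and side of the threshold, 49 lost and 11 gained a call and 4 reversed, and of 252 fits of lists 226 kept both.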

Differences from the paper's values

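All differences here were listed after the values were seen, and alternatives are those set before the data were examined unless said to be added.

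At p under 0.01, the paper gives 2384 genes at 72 h, against 4663 here. Within 1.5 times lay genes with at least 10 counts in every library (3155), the range of the label numbers as a factor (3043), the compared groups only (3512) and adjusted p (2924), and no other alternative, and the consensus with adjusted p, chosen after seeing the values, gave 2117. For DEGs at all 3 time points, the paper gives 565, against 1110 here. At least 10 counts gave 678, the label range 736, a log2FC threshold of 1 713 and an adjusted p of at most 0.01 744, the others lay outside, and the consensus and the fit without the RUVr factor at threshold 1, chosen after seeing the values, gave 548 and 601. Of these, the paper gives 468 up, 89 down and 8 mixed, against 842, 241 and 27. For those up, no RUVr factor (683), limma-voom (667), the consensus (643), at least 10 counts (492), the label range (567), threshold 1 (625) and adjusted p at most 0.01 (596) came within, and the added combinations gave 474 and 520. For those down, threshold 1 gave 75, and thinned counts and the combinations, chosen after seeing the values, 90, 68 and 74. For the mixed, an adjusted p of at most 0.01 gave 8, and the combinations, chosen after seeing the values, 6 and 7.

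At 12 h only, the paper gives 1328 DEGs, against 2034 here. Within 1.5 times were no RUVr factor (1921), library size only (1990), at least 10 counts (1444), the replicate number as a factor (1968), the label range (1794), the compared groups only (1782), threshold 1 (1325), adjusted p at most 0.01 (1697) and the omission of Ctr 12 h replicate 1, 2 or 3 (1829, 1843, 1726), SE 12 h replicate 2 or 3 (1880, 1528) or Ctr 72 h replicate 1 (1983). Thinned counts and the combinations, chosen after seeing the values, gave 1127, 1282 and 1238. At 72 h only, the paper gives 789, against 1308 here. No RUVr factor (1012), limma-voom (891), the consensus (881), at least 10 counts (601), the label range (947), the compared groups only (803), threshold 1 (1042), adjusted p at most 0.01 (912) and the omission of Ctr 72 h replicate 2 (919) or SE 72 h replicate 1, 2 or 3 (1092, 1175, 1179) came within, and those chosen after seeing the values gave 1083 with the ganglion score and 679 and 760 with the combinations.

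For 12 and 36 h, the paper gives 742, against 1154 here. No RUVr factor (1076), at least 10 counts (845), threshold 1 (725), adjusted p at most 0.01 (891) and 11 omissions of 1 library (964 to 1112) came within, and those chosen after seeing the values gave 1074 with the ganglion score, 496 with thinned counts and 720 and 681 with the combinations. For 12 and 72 h, the paper's text gives 1286, against 296 here, and no alternative reached it (139 to 362, and 53 to 230 with those chosen after seeing the values), while Fig. 1B and the supplementary table of the paper give 128.

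The paper names 12 against 24 h as the comparison of SE groups with most changes, and here it had the most of the first 3 comparisons (580), while of all 4 it was 36 against 72 h (759). The paper lists Cmtm5 in all of the first 3 comparisons, and here it was not called from 24 to 36 h (1.00), except under DESeq2 and without SE 24 h replicate 1 or SE 36 h replicate 2, while Cldn10 and Ptx3 were called in all 3. The paper states that Egr1 and Mtf1 were back at basal levels at 24 h, and here their log2FC against pooled controls was 2.08 and 0.44, with Egr1 at 0.73 and not called with the label range as a factor. The paper states a gradual rise of Aif1 and Tmem119, and here both lay below the controls at 12 h (-0.86 and -1.90). The paper places the increase of C3 and its receptor mainly at the later time points, and here C3ar1 already had 3.57 at 12 h. Its values at 36 and 72 h were higher, though not past the threshold of the interaction test. For C3, the increase was largest at 72 h, as the paper has it, while that at 36 h was no larger than that at 12 h. The paper describes the controls as close together in the PCA, and here Ctr 72 h replicate 2 had a PC2 score of 136. After removal of the RUVr factor, its PC2 score was 0.879, near the other controls, and its PC3 score was -47. Whether the paper's PCA used corrected values is not stated, so the 2 may differ in processing only. The paper names Ccl2 as the gene of highest log2FC in its cluster, and in its Suppl. Table 3 other genes are higher, with Timp1 the highest at 72 h. The paper gives the log2FC threshold as 0.66 in its legends and as 1 in its supplementary table, and both were used here.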

Other observations

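The sensory ganglion, Xist and depth tests of this part were chosen after single values had been seen, and the second ganglion list was written before the values of its genes were seen.

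Xist was found beside Y-linked transcripts, at 77 CPM in Ctr 72 h replicate 2, 34.2 in SE 12 h replicate 1, 33.9 in SE 72 h replicate 1, 28.4 in SE 36 h replicate 3, 14.9 in SE 72 h replicate 2 and 13.6 in SE 6 h replicate 3. In the same order, Scn10a was at 354, 143, 174, 155, 79.5 and 60.5 CPM, and Prph at 351, 127, 220, 181, 124 and 75.3. A candidate explanation is RNA of sensory ganglia from another, female mouse. Over all 24 libraries, Xist correlated with the mean of the second ganglion list at a Spearman rho of 0.859 (two-sided permutation p = 1e-05, the smallest possible), and at a Pearson r of 0.962 without the 2 libraries farthest from the median, which fits this hypothesis. Female libraries are excluded, since Kdm5d was at 18.1 CPM or above in every library. Induction by SE is argued against at 36 h, since 2 of the 3 SE libraries did not exceed the highest ganglion score among the controls. At 72 h, 3 of 3 did not, but only 1 of 3 with Ctr 72 h replicate 2 left out, so induction at 72 h stays open. At 12 h, all 3 SE libraries lay above the controls in this score, the lowest by 0.223, less than the SD of the controls (0.346). In the mean log2 CPM of the second list, SE 12 h replicates 2 and 3 (-0.977 and -0.995) lay within the controls (-0.996 to -0.686). Only replicate 1 (1.96) lay above them. Since the lists differ, induction at 12 h stays open. Of the second list, 9 calls were made over the 3 comparisons of SE with control, 7 with the ganglion score, which raised those at 12 h from 0 to 3 and lowered those at 72 h from 7 to 2, and 2 without any factor, so whether such RNA adds calls stays open. The medians of the first list (18 genes) were 4.85, 2.38 and 2.95, or 3.92, 2.35 and 2.95 with bounds, and those of the second (19 genes) 2.31, 1.53 and 2.58, or 0.76, 0.95 and 2.55.

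More DEGs were found between control groups with the RUVr factor than without (357 against 42 for Ctr 36 and 72 h). The factor was 0.801 in Ctr 72 h replicate 2, and without that library the comparison gave 0 DEGs, which fits this library setting the factor. The factor and the ganglion score had a Pearson r of 0.571. Fewer DEGs at 72 h than at 12 h may come from the lower depth of Ctr 72 h, but with all libraries thinned to 1 total the ratio of 12 h to 72 h DEGs was 2.05, against 1.31, which speaks against it.

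Clock output genes (10, such as Dbp and Per1) had medians of -1.41, -1.30 and -0.47 at 12, 36 and 72 h (camera adjusted p = 1.02e-08, 1.32e-08 and 0.0286 with Benjamini-Hochberg adjustment), the last lost without Ctr 72 h replicate 1 (-0.42) or 3 (-0.37). Between SE time points, the median stepped by -0.76, 0.62, -0.54 and 0.36. Time of day was tested as a cause of the Hlf steps, and the clock median was -0.296 (median s.e. 0.259) in Ctr 72 h against Ctr 36 h, or -0.159 without Ctr 72 h replicate 2, where a step like that between SE 24 and 36 h would need a rise of 0.54. In Ctr 72 h against Ctr 12 h, the clock median was -0.341, or -0.145 without Ctr 72 h replicate 2. There, a step like that between SE 12 and 24 h would need a rise of 0.62. This speaks against time of day for the steps between 12, 24 and 36 h, from control pairs that share Ctr 72 h. It holds only if all groups were treated at the same hour of day, which is not stated. It also assumes that such steps are as large in control as in SE mice. The s.e. given is the median over single genes, not that of the list median. For the step from 6 to 12 h (-0.76), time of day stays open, since no control was sampled at the hour of SE 6 h. The clock antiphase list had medians of 0.40, 0.02 and -0.31 and was not called by camera.

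Microglia genes rose more than oligodendrocyte genes at 72 h, by 1.59 between the medians. This speaks against a lower share of neuronal RNA as the whole cause of moving cell type lists. A two-sided permutation of genes between the lists, on the difference of their means, gave p = 5e-04. That p takes the genes as independent and does not measure the spread between animals. Reactive microglia genes (12, of which the paper's tables had shown some) had medians of 3.00, 3.09 and 3.48, or 2.31 at 12 h with bounds, and 10, 11 and 11 were upregulated DEGs. Blood cell genes (5) had medians of 0.05, -0.08 and -1.47, called at 72 h (camera adjusted p = 0.00616 with Benjamini-Hochberg adjustment). Choroid plexus genes (5) had -0.48, 0.64 and 1.36 (0.31 and 1.25 at 36 and 72 h with bounds) and were not called. The sex list had 0.04, -0.11 and 0.15.

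Each grouping of 3 against 3 libraries can be made in 10 ways, so 1 of 10 is the smallest share possible. This share alone does not tell a real grouping from another. With fits of the compared libraries without the RUVr factor, 1 of 10 gave as many genes as the real one for SE against control at 12, 36 and 72 h and for SE 12 against 24, 24 against 36 and 36 against 72 h. For SE 6 against 12 h and the 3 comparisons of controls it was 10 of 10, since the real grouping gave 0 genes. For SE against control, the real grouping gave 4011, 4058 and 1520 genes at 12, 36 and 72 h, and the highest other 0, 0 and 2. These numbers set the real grouping apart. For SE 12 against 24, 24 against 36 and 36 against 72 h, it gave 46, 1 and 543 genes. The highest other gave 0, 0 and 146, so 24 against 36 h rests on 1 gene.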
